# p53-dependent induction of P2X7 on hematopoietic stem and progenitor cells regulates hematopoietic response to genotoxic stress

**DOI:** 10.1038/s41419-021-04202-9

**Published:** 2021-10-08

**Authors:** Lin Tze Tung, HanChen Wang, Jad I. Belle, Jessica C. Petrov, David Langlais, Anastasia Nijnik

**Keywords:** Tumour-suppressor proteins, Transcriptomics, Haematopoietic stem cells

## Abstract

Stem and progenitor cells are the main mediators of tissue renewal and repair, both under homeostatic conditions and in response to physiological stress and injury. Hematopoietic system is responsible for the regeneration of blood and immune cells and is maintained by bone marrow-resident hematopoietic stem and progenitor cells (HSPCs). Hematopoietic system is particularly susceptible to injury in response to genotoxic stress, resulting in the risk of bone marrow failure and secondary malignancies in cancer patients undergoing radiotherapy. Here we analyze the in vivo transcriptional response of HSPCs to genotoxic stress in a mouse whole-body irradiation model and, together with p53 ChIP-Seq and studies in p53-knockout (p53KO) mice, characterize the p53-dependent and p53-independent branches of this transcriptional response. Our work demonstrates the p53-independent induction of inflammatory transcriptional signatures in HSPCs in response to genotoxic stress and identifies multiple novel p53-target genes induced in HSPCs in response to whole-body irradiation. In particular, we establish the direct p53-mediated induction of P2X7 expression on HSCs and HSPCs in response to genotoxic stress. We further demonstrate the role of P2X7 in hematopoietic response to acute genotoxic stress, with P2X7 deficiency significantly extending mouse survival in irradiation-induced hematopoietic failure. We also demonstrate the role of P2X7 in the context of long-term HSC regenerative fitness following sublethal irradiation. Overall our studies provide important insights into the mechanisms of HSC response to genotoxic stress and further suggest P2X7 as a target for pharmacological modulation of HSC fitness and hematopoietic response to genotoxic injury.

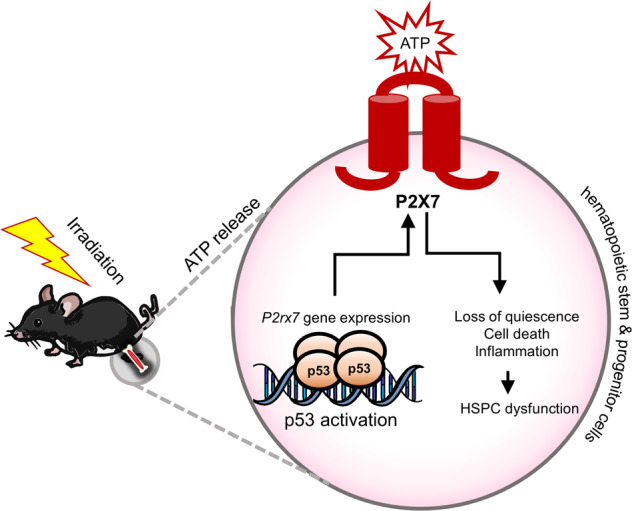

## Introduction

Genotoxic stress is defined as cellular exposure to DNA-damaging agents and the biochemical response of the cells to such damage. Understanding of the specialized stress response mechanisms of tissue stem cells is essential to predict and modulate its complex effects on the organism. Hematopoietic stem cells (HSCs) are the precursors of all blood cells, and genotoxic stress in HSCs can predispose to bone marrow failure and hematologic malignancies [1, 2].

p53 is the major transcriptional regulator of cellular stress responses [3], and its target genes have been characterized in many cell lines [3, 4], fibroblasts [5], macrophages [6], and other cells [7]. These studies identified both the common transcriptional programs of p53 stress response shared by most cells and some cell-type-restricted p53-regulated genes, underlying the unique features of stress response in those cells.

p53 is reported to have specialized functions in HSCs under homeostatic conditions [8], including promoting quiescence by maintaining *Gfi1* and *Ndn* expression [9–11]. In contrast, in response to genotoxic stress, HSCs have a dampened induction of p53-regulated apoptotic genes, resulting in their resistance to apoptosis, as compared with progenitors and mature blood cells [12–14]. However, the p53-regulated transcriptome of HSCs was characterized primarily with microarray studies in mixed stem and progenitor samples [12–14]. Further studies in this area are expected to provide novel insights into the role of p53 in HSCs, and the mechanisms underlying their distinct cell-fate decisions in response to cytotoxic stress.

Irradiation (IR) and genotoxic stress also drive the release of many secreted mediators, signaling the presence of danger and damage to the surrounding tissues [15, 16], and ATP is one of such paracrine danger signals [15–18]. P2X7 is a widely studied receptor for extracellular ATP and a ligand gated cation channel [19]. It is highly expressed by many cells of the blood and immune system, as well as other cell types. Its stimulation induces the release of inflammatory cytokines, production of reactive oxygen species (ROS), activation of proteases followed by shedding of various adhesion molecules, and the induction of cell death [19, 20]. P2X7 is commonly upregulated in hematologic malignancies to act as a modulator of disease progression and antitumor immunity and also a potential drug target for anticancer therapy [21, 22].

HSCs are known to respond to ATP and other P2X7 agonists, with loss of quiescence, mobilization from the niche, biased differentiation toward the myeloid lineage, or proliferative exhaustion [23, 24], and an ectopic overexpression of P2X7 can result in similar phenotypes [25]. Interestingly, P2X7 is highly polymorphic in human and some haplotypes correlate with more efficient granulocyte colony-stimulating factor-induced HSC mobilization [26], further supporting the functional significance of P2X7 on HSCs.

Here we mapped the genome-wide transcriptional response of murine hematopoietic stem and progenitor cells (HSPCs) to whole-body irradiation (WBI) and used p53-knockout mice to categorize the p53-dependent and p53-independent features of the response. We identify many novel p53-regulated genes with potentially interesting roles in HSC biology. In particular, we demonstrate that P2X7-encoding gene (*P2rx7*) is a direct transcriptional target of p53. P2X7 is induced in HSCs and HSPCs in response to WBI via p53-dependent mechanisms and acts as an important regulator of hematopoietic fitness in the response to genotoxic stress.

## Results

### HSPC transcriptional response to IR: goals and methodology

To map the global transcriptional response of HSPCs to IR within their physiological niche and to distinguish the p53-dependent and independent features of this response, we performed RNA sequencing (RNA-Seq) transcriptional profiling on FACS (fluorescence-activated cell sorting)-sorted Lin^−^cKit^+^Sca1^+^CD150^+^ HSPCs from wild-type (WT) and *Tp53*-knockout (p53KO) mice, untreated and at 3 hours after 3 Gy IR (Fig. 1). Additionally, to map p53 DNA-binding sites, p53 chromatin immunoprecipitation sequencing (ChIP-Seq) was performed in multipotent progenitor cells HPC7 and B cell progenitors Ba/F3, both selected for their p53 WT status (Fig. 2) [27, 28]. 

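ChIP-Seq recovers the DNA fragments bound by a protein with an antibody against it and sequences them, so that regions where fragments accumulate over input DNA can be called as binding sites. HPC7 is a mouse line with the properties of multipotent hematopoietic progenitors, and Ba/F3 is a mouse line of B cell progenitors. The series comprises 4 libraries, 3 of them with an antibody against p53, from untreated Ba/F3 cells, from Ba/F3 cells 3 h after 3 Gy, and from untreated HPC7 cells. The remaining library is for histone H3K27ac in Ba/F3 cells 3 h after 3 Gy. There was 1 library per condition, so no difference between conditions can be set against a spread between replicates. According to the sample labels, both lines stably carried a FLAG-tagged form of the MYSM1 protein and were kept under puromycin, which the paper's text does not mention. The authors mapped the reads to the mouse mm9 genome with Bowtie, called peaks with MACS against input DNA of the same cells, and deposited 1 list of p53 peaks. The paper's results and the legends of Figs. 2A and S1 describe these peaks as identified in Ba/F3 and HPC7 cells together. The legend of Table S2A, which numbers the same peaks, names Ba/F3 cells alone and marks the peaks also found in HPC7 cells. The list gives the chromosome, start, end and number of each peak. It carries no tag counts, heights or p-values, and it does not tell in which library a peak was called, so the depth of each library is unknown here. All 7384 peaks have a width of 100 bp, which is a fixed window around the peak centre. The peak number is the row of the peak in the heatmap of Fig. 2A, in which the rows are ordered by fold change in p53 binding after irradiation, largest first. This was checked on the 1955 rows of Table S2A held here, of the paper's 7384, and all 1955 had the same number, position and Group as in the list. It was also checked on the 154 rows of Table S3A, where the peak maximum and the Group of all 154 rows were found in the list. Distances were measured from the peak centre to transcription start sites (TSSs) listed in Table S3A or annotated by GENCODE on the same genome build, and sequence was taken from that build.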

The resulting datasets were analyzed with the following goals: (I) to characterize the p53-dependent transcriptional response of HSPCs to WBI and to identify the genes under direct transcriptional control of p53; (II) to characterize the p53-independent transcriptional response of HSPCs to WBI; (III) to assess p53 functions in HSPC transcriptional landscape under homeostatic conditions; and (IV) to functionally characterize novel mediators of HSPC response to WBI.

**Fig. 1:**
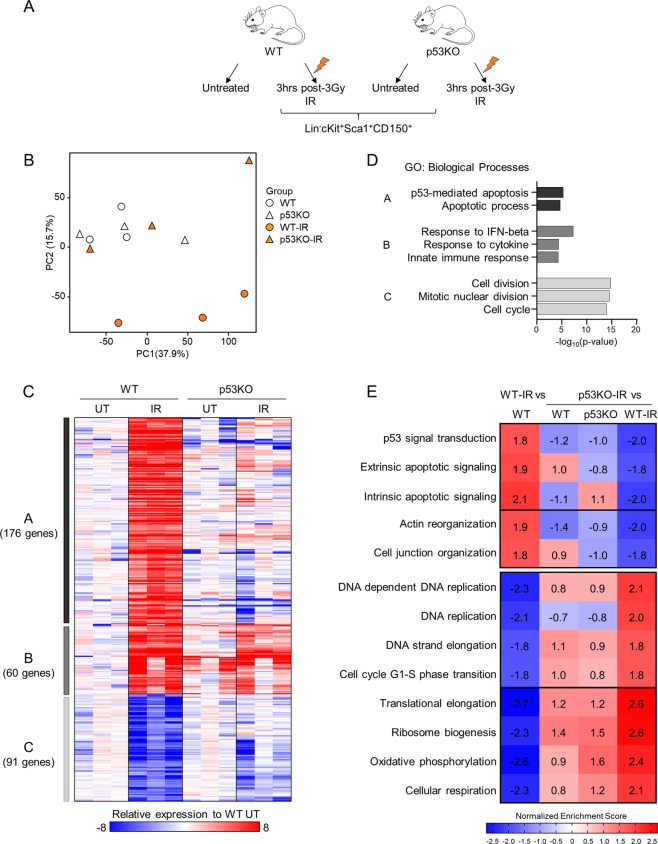
Transcriptional responses of murine HSPCs to whole-body irradiation. **A** Schematic representation of the experimental design and gating strategies. Wild-type C57BL/6 (WT) and *p53*^−/−^ (p53KO) mice were subjected to 3-Gray whole-body irradiation and Lin−cKit^+^Sca1^+^CD150^+^ HSPCs were isolated from the bone marrow 3 h later for RNA-Seq transcriptional profiling. **B** Principal component analysis graph representing the gene expression profiles of each RNA-Seq sample and showing a major transcriptional response to genotoxic stress in WT-IR but not p53KO-IR HSPCs (PC2, 15.7% variability). **C** Heatmap displaying 327 significantly dysregulated genes in WT-IR or p53KO-IR relative to control WT HSPCs. The significance threshold is fold change ≥|2| and false discovery rate (FDR) ≤0.05. Relative expression levels to the average of WT group are used to generate the heatmap. Hierarchical clustering of the genes using Pearson correlation and complete linkage generated three distinct gene clusters. **D** Gene ontology (GO) enrichment analysis on genes from the three gene clusters described in **C**. Top 2–3 enriched biological process GO terms are displayed; the full list is available in Table S1C. **E** Gene set enrichment analysis (GSEA) [83] is performed with 4436 pre-established biological process gene signatures. Heatmap displays the normalized enrichment scores (NES) of upregulated and downregulated p53-dependent HSPC transcriptional signatures in response to irradiation, with NES ≥ | 1.8| in WT-IR versus WT RNA-Seq datasets.

**Fig. 2:**
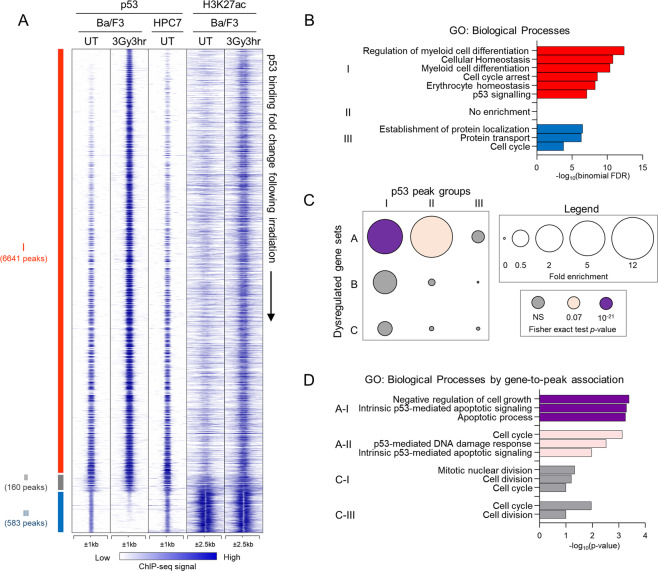
Mapping the genome-wide p53 DNA-binding sites and p53-regulated genes in murine HSPCs in response to whole-body irradiation. **A** Heatmap displays 7384 p53 DNA-binding sites, or peaks, identified from p53 ChIP-Seq in Ba/F3 and HPC7 hematopoietic progenitor cells, with and without irradiation (3 Gy, 3 h). The peaks are ordered based on fold changes in p53-binding intensity following irradiation (IR) and organized into three groups. Group I is composed of peaks with ≥ 1.5 fold increase in p53 binding following IR, Group II is composed of peaks with minimal change in p53 binding (FC ≤ | 1.5 | ), and Group III is composed of peaks with ≥1.5 fold decrease in p53 binding following IR. For the p53 ChIP-Seq, binding intensities ±1 kb around the p53 peak centers are plotted. For the histone H3K27ac ChIP-Seq, binding intensities ±2.5 kb around the p53 peak centers are plotted. H3K27ac ChIP-Seq in Ba/F3 cells was previously described [32]. **B** Gene ontology analysis of genes nearest to p53 peaks, performed using GREAT [37] with basal plus extension option and searching for genes 2 kb upstream, 2 kb downstream, and 200 kb in distal to each p53 peak. The −log10(binomial FDR) values are plotted for each GO term. **C** Association of RNA-Seq and ChIP-Seq data shows dysregulated genes having p53 peaks within 10 kb. The circle size represents fold enrichment of dysregulated genes in the gene-to-peak association compared to random gene sets. The color represents the significance of the fold enrichment, calculated by two-tailed Fisher exact test. The random gene sets consist of 10 sets of 200 genes randomly selected from the total 13,753 expressed genes identified by RNA-Seq. NS not significant. **D** Gene ontology analysis of putative p53-target genes identified as genes showing p53-dependent dysregulation in RNA-Seq data and having p53-binding peaks within 10 kb. The top biological process terms are displayed, and −log10(*p* values) are plotted.

### p53 is the major mediator of classical transcriptional response of HSPCs to IR

RNA-Seq transcriptional profiles from WT, WT-IR, p53KO, and p53KO-IR HSPCs (Fig. 1A) were subjected to dimension reduction analysis. This demonstrated a clear separation between WT-IR and control WT HSPCs, indicating a major transcriptional response to IR (PC2 15.7%, Fig. 1B). In contrast, no separation was observed between p53KO-IR and control WT or p53KO HSPCs, indicating p53 as the major mediator of the HSPC response to IR. Furthermore, there was no separation between the p53KO and WT HSPCs, suggesting that p53 is not a significant regulator of HSPC transcriptional state under homeostatic conditions (Fig. 1B).

Differential gene expression analysis was performed at fold change (FC) ≥2 and false discovery rate (FDR) ≤ 0.05. This identified 327 dysregulated genes in WT-IR relative to control WT HSPCs, including 236 upregulated and 91 downregulated (Fig. 1C and Tables S1A, B). In contrast, only seven genes were significantly dysregulated in p53KO-IR HSPCs, being increased in expression relative to WT, further confirming the key role of p53 in the IR-induced transcriptional response. Hierarchical clustering of the significantly dysregulated genes in at least one condition segregated them into Clusters A–C (Fig. 1C), with Cluster A representing genes upregulated in WT-IR but not in p53KO-IR (176 genes), Cluster B representing genes upregulated in WT-IR and with a trending or significant upregulation in p53KO-IR (60 genes), and Cluster C representing the genes downregulated in WT-IR but not in p53KO-IR (91 genes), all relative to the control WT group. Gene ontology (GO) enrichment analysis was performed for each gene Cluster, to explore the biological processes characterized by the transcriptional signatures. We observed a strong enrichment of GO terms related to “p53 mediated apoptosis” for Cluster A and “cell cycle” for Cluster C (Fig. 1D and Table S1C), indicating the p53-mediated induction of cell cycle arrest and programmed cell death in HSPCs in response to IR. Cluster B, representing the p53-independent transcriptional response of HSPCs to IR, will be discussed below.

Gene set enrichment analysis (GSEA) was applied to characterize the p53-dependent transcriptional response of HSPCs to IR, represented by the transcriptional signatures of WT-IR but not of p53KO-IR relative to control HSPCs (Fig. 1E and Table S1D). This further supported the primary role of p53 in the induction of the transcriptional programs of apoptosis and cell cycle arrest (Fig. 1E, top-middle). The analyses further indicated a p53-mediated repression of anabolic cellular processes, such as “ribosome biogenesis,” “translation,” “oxidative phosphorylation,” and others (Fig. 1E, bottom, and Table S1D), indicating the major role of p53 as a regulator of HSPC metabolic state under conditions of stress.

### p53-binding sites across the genome of hematopoietic progenitor cells

To map p53 DNA binding in hematopoietic progenitors, ChIP-Seq was performed in HPC7 and Ba/F3 hematopoietic progenitor lines and demonstrated a strong concordance in p53-binding sites between the two cells (Fig. 2A and Table S2A). In parallel, the analysis was done in Ba/F3s following IR (3 Gy, 3 h) and the combined data revealed 7384 p53-binding sites (or peaks) (Fig. 2A and Table S2A). 

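The deposited list held 7384 peaks on 21 chromosomes. Merging the peaks whose centres lay within 200 bp of each other left 7373 sites, and merging within 1 kb left 7334, so few peaks were neighbors of one another. Chromosome 2 had the largest number of peaks, 612, and chromosome Y the smallest, 7. Relative to chromosome length, the density was highest on chromosome 19 with 4.65 peaks per Mb, followed by chromosome 11 with 4.10 peaks per Mb. It was 1.06 peaks per Mb on chromosome X and 0.440 peaks per Mb on chromosome Y. The lengths are those of the full assembly, with any unsequenced stretches counted, so a density can be too low where these are long.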

Consolidation of the data with previously published p53 ChIP-Seq demonstrated a strong concordance in p53 binding with B cells [29, 30], macrophages [31], and fibroblasts [5] (Fig. S1 and Tables S2A, B), supporting strong conservation of p53 function across cell lineages.

Ordering p53 peaks based on distance to the nearest gene transcription start site (TSS), 16% were classified as gene proximal (≤1 kb to TSS, 1158 sites) and 84% as gene distal (>1 kb to TSS, 6226 sites). p53 peaks were further classified based on change in p53 binding with IR, with the binding increased (6641 peaks), unchanged (160 peaks), or reduced (583 peaks) for Groups I–III peaks, respectively (Figs. 2A and S2A, and Table S2A). 

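With the rank limits given by the paper's Group sizes, ranks 1 to 6641 of the deposited list were Group I (89.9% of peaks), ranks 6642 to 6801 Group II (2.17%) and ranks 6802 to 7384 Group III (7.90%). The sizes are the paper's, and fold changes of single peaks are not in the list. Against the TSSs of all transcripts in the GENCODE annotation of mm9, 1376 peaks (18.6%, 95% Wilson confidence interval 17.8% to 19.5%) had their centre within 1 kb of a TSS, and 6008 peaks (81.4%) were farther away. The number depended most on the distance limit, with 2530 peaks within 5 kb of a TSS. With the TSSs of protein-coding transcripts alone, an annotation choice made after the data were seen, 1204 peaks (16.3%) were proximal. The Groups differed in their position. In Group I, 794 of 6641 peaks were proximal (12.0%, interval 11.2% to 12.8%), in Group II 65 of 160 (40.6%, interval 33.3% to 48.4%), and in Group III 517 of 583 (88.7%, interval 85.9% to 91.0%). The odds of a proximal position were 57.7 times higher in Group III than in Group I, and 5.04 times higher in Group II than in Group I (two-sided Fisher's exact test, adjusted p = 1.9e-19 for Group II, with Benjamini-Hochberg adjustment over 2 comparisons). The median distance to the nearest TSS was 13614 bp in Group I and 55 bp in Group III. Of the distal Group I peaks, 41.8% lay in introns and 55.5% between genes. These intervals cover counting error over peaks and not the variation between cultures.

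**Figure D1:**
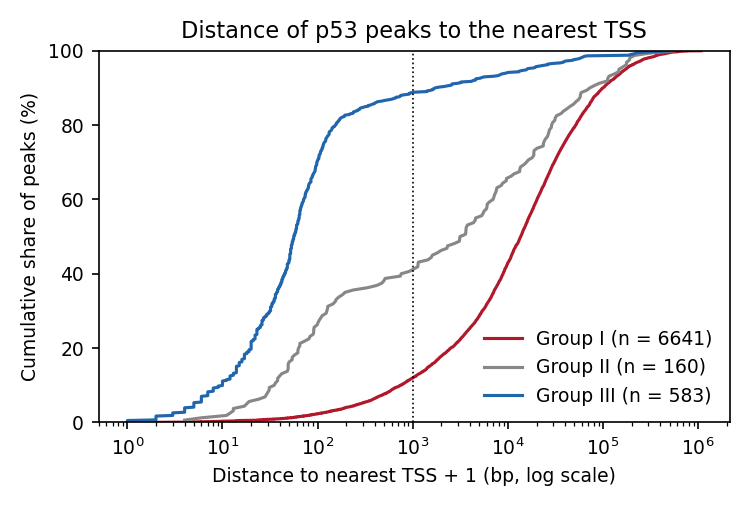
Cumulative share of p53 peaks (vertical axis, %) against distance from the peak centre to the nearest annotated TSS plus 1 (horizontal axis, bp, log scale) for Groups I, II and III. The dotted line marks 1 kb, a distance within which 12.0% of Group I, 40.6% of Group II and 88.7% of Group III peaks lie.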

ChIP-Seq for an epigenetic mark of transcriptional activation histone H3K27ac, described previously [32], indicated that chromatin activity was enhanced at Group I and unchanged or reduced at Group II–III p53 peaks with IR, respectively (Figs. 2A and S2B), correlating p53 binding and *cis*-regulatory activity at these sites. 

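The sequence within 100 bp of each peak centre was searched for the consensus p53 site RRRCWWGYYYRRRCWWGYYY, in which R is a purine, Y a pyrimidine and W is A or T. Up to 3 mismatches in the 20 positions were allowed, with both CNNG cores intact. The site was found at 3957 of 6641 Group I peaks (59.6%, 95% Wilson confidence interval 58.4% to 60.8%), against 64 of the same number of windows 10 kb upstream (0.964%). In Group II it was found at 57 of 160 peaks (35.6%, interval 28.6% to 43.3%) and in 0 of 160 upstream windows (two-sided Fisher's exact test, adjusted p = 4.6e-20, Benjamini-Hochberg over 3 Groups). Allowing a spacer of 0 to 13 bases between the half-sites moved the shares most, to 78.7% in Group I and 51.2% in Group II, and raised the share of upstream windows to 11.1% and 12.5%. Within Group I the share was lowest among the peaks with the largest fold change, 45.0% (interval 41.2% to 48.8%) for ranks 1 to 665, and highest for ranks 5978 to 6641, 71.2% (interval 67.7% to 74.5%). Of all peaks, 1425 belong to 2 families of similar sequences, and 92.0% of those carried the site. With these peaks left out, a choice made after the data were seen, the share was 50.8% in Group I and 30.3% in Group II. It was then 42.3% for ranks 1 to 665 and between 47.8% and 54.8% in the other parts of Group I.

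**Figure D2:**
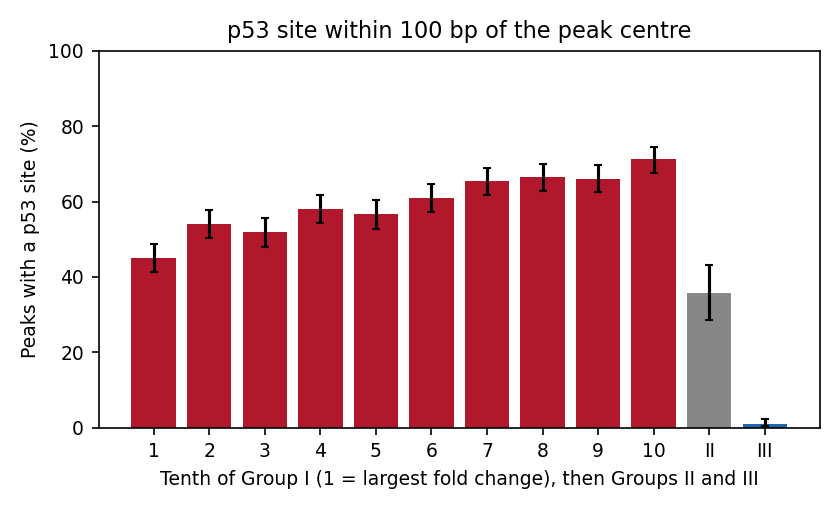
Share of peaks with a p53 site within 100 bp of the centre (vertical axis, %) in 10 parts of Group I ordered by fold change in binding (1 is the largest) and in Groups II and III. Error bars are 95% Wilson intervals, and the share goes from 45.0% in part 1 of Group I to 71.2% in part 10.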

De novo motif analysis at the p53 peaks identified p53 motif enrichment at Group I–II peaks, suggesting direct p53 binding to DNA at these sites (Fig. S2C). In contrast, no p53 motif enrichment was seen at Group III peaks, suggesting that p53 recruitment at these sites may be indirect. 

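Of the 583 Group III peaks, 6 had a p53 site within 100 bp of the centre (1.03%, 95% Wilson confidence interval 0.473% to 2.23%), compared with 11 of the 583 windows 10 kb upstream (1.89%). The difference was not significant (two-sided Fisher's exact test, adjusted p = 0.33). With at most 2 mismatches the site was found at 0 Group III peaks, which allows a share of up to 0.655% by the same interval. With at most 4 mismatches it was found at 3.77% of peaks and 4.12% of upstream windows. Allowing a spacer of 0 to 13 bases moved the share most, to 10.5% of peaks and 12.0% of upstream windows. As p53 motif enrichment was not seen in Group III, the paper proposes that the recruitment of p53 to these sites may be indirect.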

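Short consensus sequences of the other factors were counted in the same windows, with SP1 as GGGGCGGGG and NRF1 as YGCGCAYGCGCR, each with at most 1 mismatch, and PRDM14 as an exact GGTCTCTAA. The SP1 sequence was present at 472 of 583 Group III peaks (81.0%, 95% Wilson confidence interval 77.6% to 83.9%) against 7.03% of the windows 10 kb upstream (two-sided Fisher's exact test, adjusted p = 4.7e-160, Benjamini-Hochberg over 9 combinations of factor and Group). It was present at 45 of 160 Group II peaks (28.1%, interval 21.7% to 35.5%) against 10.6% upstream (adjusted p = 0.00020, same exact test), and at 9.31% of Group I peaks against 7.02% upstream (adjusted p = 3.7e-06). The NRF1 sequence was found at 173 Group III peaks (29.7%, interval 26.1% to 33.5%) against 0.343% upstream (adjusted p = 1.2e-54 by the exact test). At Group II peaks its share was 13.8% and at Group I peaks 0.738%. The PRDM14 sequence occurred at 8 of 6641 Group I peaks (0.120%) and in 7 of the upstream windows (0.105%), a difference that was not significant (exact test, adjusted p = 1). Requiring exact matches, a choice made after the data were seen, left the SP1 sequence at 39.6% and the NRF1 sequence at 9.95% of Group III peaks. The median GC content of the 200 bp was 48.5% in Group I, 53.8% in Group II and 69.5% in Group III. The upstream windows were not matched to the peaks for GC content. The comparisons for the GC-rich SP1 and NRF1 sequences therefore cannot separate these sequences from base composition.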

Interestingly, PRDM14 motif was enriched at Group I, SP1 motif at Groups II–III, and NRF1 motif at Group III p53 peaks, suggesting a crosstalk between p53 and these factors in transcriptional regulation, as indicated by previous studies [33–36].

For functional insights into the p53-regulated genes in hematopoietic progenitors, GO analysis was performed on the genes in the vicinity of each p53 peak using GREAT [37]. Genes corresponding to Group I p53 peaks showed strong enrichment of GO terms “signal transduction by p53,” “cell cycle arrest,” and “apoptotic signaling” (Fig. 2B and Table S2C), corresponding to the classical p53 transcriptional program. Surprisingly, Group I genes also showed enrichment of GO terms “myeloid cell differentiation” and “erythroid homeostasis” (Fig. 2B and Table S2C). Indeed, distal p53 binding was observed at several genes critical to hematopoiesis (*Runx1*, *Gfi1b*, *Gata2*, *Gata3*, *Foxo3*, *Sp1*, *Csf1*, and *Kitl*, Table S2D). 

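Within 200 kb of an annotated TSS of these 8 genes, the deposited list held 30 peaks, 28 of them in Group I. *Gfi1b* had 6 peaks, *Runx1* and *Sp1* had 5 each, *Csf1* had 4, *Gata2* and *Foxo3* had 3 each, and *Gata3* and *Kitl* had 2 each. The nearest peak to *Runx1*, on chromosome 16 from 92801987 to 92802086 (mm9), lay in an intron of the gene at 24220 bp from a TSS. The nearest peak to *Gata2* was intergenic at 28603 bp, on chromosome 6 from 88115233 to 88115332. *Kitl* had its nearest peak at 78279 bp, on chromosome 10 from 99399936 to 99400035. That peak carried the site AGGCATGTCTGTACATGCTC, with 1 mismatch to the p53 consensus. The nearest peak to *Csf1* had a site with 3 mismatches. No site was found by the same search at the nearest peaks to *Runx1*, *Gfi1b*, *Gata2*, *Gata3*, *Foxo3* and *Sp1*. Counting all peaks within 200 kb, *Runx1*, *Foxo3*, *Sp1* and *Csf1* had 2 peaks each with a site. *Gfi1b*, *Gata3* and *Kitl* had 1 such peak each, and *Gata2* had 0. For *Gfi1b*, *Gata3* and *Foxo3* the nearest peak was at 7241, 5791 and 2126 bp. *Sp1* and *Csf1* also had a peak within 1 kb of a TSS, at 213 and 777 bp. Narrowing the limit to 50 kb left 14 peaks and 7 of the genes. For comparison, 75.1% of the 22225 protein-coding genes of the annotation had at least 1 peak within 200 kb, and 40.5% had one within 50 kb.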

While some of these p53 sites are seen in previously published p53 ChIP-Seq datasets (Table S2D) [5, 29–31], others appear novel to our data, possibly reflecting specialized p53 functions in hematopoietic progenitors. Nevertheless, the normal expression of these genes in our RNA-Seq indicates that p53 does not regulate their expression in HSPCs, either at steady state or following IR, making the functional significance of p53 binding difficult to infer (Table S2D). No significant enrichment of GO terms was observed for Group II p53 peaks (Fig. 2B), reflecting the small number of p53-binding sites within this group.

### Identification of direct p53-target genes in HSPC response to IR

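Table S3A lists 154 pairs of a dysregulated gene and a p53 peak, with the mm9 position of the TSS. Measured again from the deposited peaks, 131 genes had a peak centre within 10 kb of a listed TSS, with 152 different peaks in 154 pairs. The paper chose its genes for such a peak, so this count checks only that the deposited positions are the same. Of these genes, 111 belonged to Cluster A, 9 to Cluster B and 11 to Cluster C. A single peak was found at 110 genes and more than 1 peak at 21, and *Ddit4* had 4 peaks, all in Group I. The nearest peak was at a median of 558 bp from the TSS. Within 5 kb there were 118 genes with a peak, and within 1 kb there were 85. Limiting the list to the 3000 peaks with the largest fold change in binding left 57 genes. Peaks of more than 1 Group were found at 7 genes. *Bbc3*, *Mdm2*, *Ppm1d*, *Cep170b* and *Zmat3* had Group I and Group II peaks, and *Apaf1* and *Klf16* had Group I and Group III peaks.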

To identify the genes directly regulated by p53 in the hematopoietic response to IR, our ChIP-Seq and RNA-Seq datasets were consolidated to identify 131 genes that had p53-binding sites in their proximity and were dysregulated in response to IR in WT-IR but not in p53KO-IR HSPCs (Table S3A). 

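Of the 176 Cluster A genes, 106 (60.2%, 95% Wilson confidence interval 52.9% to 67.2%) had a Group I peak within 10 kb of the TSS. The counts were 9 of 60 Cluster B genes (15.0%, interval 8.10% to 26.1%) and 4 of 91 Cluster C genes (4.40%, interval 1.72% to 10.8%). Only TSSs listed in Table S3A were used, and cluster genes without one were counted as without a peak. The difference was significant between Clusters A and C (odds ratio 32.9, adjusted p = 1.5e-20) and between Clusters A and B (odds ratio 8.58, adjusted p = 2.0e-09), by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 6 comparisons. Group II peaks were found at 8 Cluster A genes (4.55%), 1 Cluster B gene and 1 Cluster C gene, and these shares were not significantly different (exact tests, adjusted p = 0.26 for A against C and 0.55 for A against B). Group III peaks were at 2 Cluster A genes (1.14%) and 7 Cluster C genes (7.69%), a lower share in Cluster A (exact test, odds ratio 0.138, adjusted p = 0.017). With GENCODE TSSs for all cluster genes found in the annotation, chosen after the data were seen, that last difference was no longer significant (exact test, adjusted p = 0.095). With the same annotation, 65.5% of 171 Cluster A genes had a Group I peak within 10 kb, 4.09% a Group II peak and 2.34% a Group III peak. Group I peaks were then at 19.3% of 57 Cluster B genes and 6.90% of 87 Cluster C genes. Both shares still differed from that of Cluster A (exact tests, adjusted p = 4.9e-09 and 2.2e-20). Among all 22225 protein-coding genes the shares for Groups I, II and III were 12.5%, 0.558% and 3.34%. The random sets of expressed genes used in Fig. 2C were not drawn here, so the clusters were compared with each other. Among the pairs within 10 kb, Group I peaks lay at a median of 829.5 bp from the TSS and the 9 Group III peaks at 66 bp (permutation test of log10 distance with 100000 resamples, two-sided p = 0.0024). The paper reports that Cluster A genes, activated after irradiation through p53, are strongly associated with Group I and II binding sites.

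**Figure D3:**
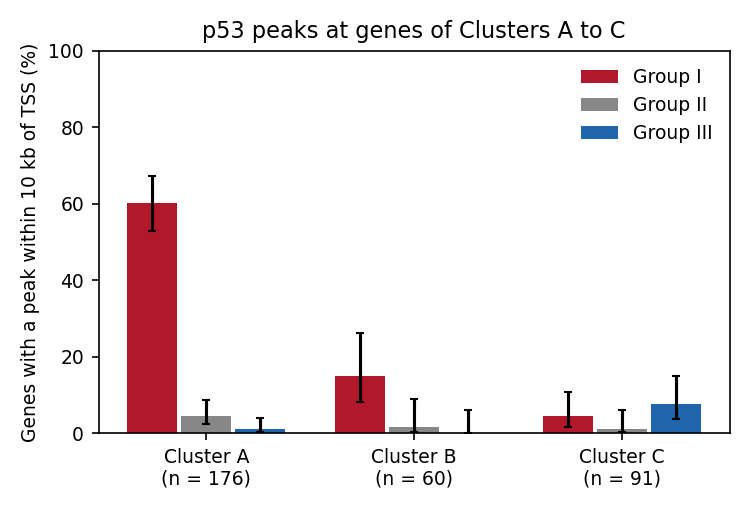
Share of genes with a p53 peak within 10 kb of the TSS (vertical axis, %) for Clusters A (176 genes), B (60 genes) and C (91 genes), by Group of the peak, with 95% Wilson intervals as error bars. Group I peaks are at 60.2% of Cluster A genes, 15.0% of Cluster B genes and 4.40% of Cluster C genes. Genes without a TSS listed in Table S3A count as without a peak.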

Repeating the analysis for each of the dysregulated gene Clusters A–C (Fig. 1C) and for each Group I–III of p53 DNA-binding sites (Fig. 2A), we demonstrated a strong association of the p53-dependent IR-activated Cluster A genes with Group I–II p53-binding sites (Fig. 2C). GO term enrichment analysis on the p53-target genes demonstrated a strong enrichment of GO terms of the classical p53 stress response, including “negative regulation of cell growth,” “apoptotic process,” and “ DNA damage response” (Fig. 2D and Table S3C). These results provide a comprehensive characterization of the p53-regulated genes in murine HSPCs in the physiological response to WBI and will be further explored below for novel findings.

### p53-independent immunological transcriptional signatures in HSPCs in response to IR

To explore the p53-independent HSPC transcriptional signatures in response to WBI, GSEA was carried out to compare p53KO-IR and control HSPCs, showing that the transcriptional signatures of programmed cell death and G2-M cell cycle arrest were induced in HSPCs in part via p53-independent mechanisms (Fig. 3A, B and Table S1D). GSEA analysis further demonstrated a strong p53-independent induction of immune and inflammatory transcriptional signatures in HSPCs in response to IR, exemplified by upregulated terms “response to IFN,” “IL12 production,” “LPS signaling,” and others (Fig. 3A and Table S1D). This was further supported by the GO term enrichment analysis on the genes upregulated in p53KO-IR HSPCs (Cluster B, Fig. 1C), with enrichment of terms “response to IFNβ,” “response to cytokine,” “innate immune response,” and others (Fig. 1D and Table S1C). We conclude that the p53-independent transcriptional response of HSPCs to IR shares many features of the responses classically induced by immune and inflammatory stimuli.

**Fig. 3:**
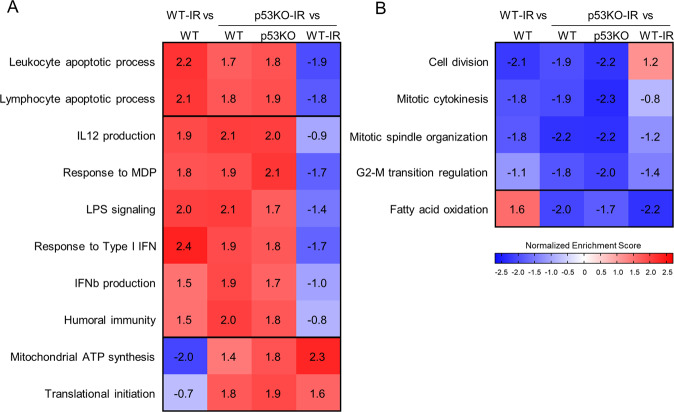
Identification of p53-independent GSEA transcriptional signatures in HSPCs in response to whole-body irradiation. Gene set enrichment analysis (GSEA) is performed with 4436 pre-established biological process gene signatures. Heatmap displays the normalized enrichment scores (NES) of **A** upregulated and **B** downregulated p53-independent transcriptional signatures in murine HSPCs in response to whole-body irradiation, with NES ≥ | 1.8| in the comparison between the p53KO-IR dataset and the control WT and/or p53KO RNA-Seq datasets.

GSEA also indicated that the transcriptional response of p53KO-IR HSPCs is characterized by upregulation of anabolic processes like “mitochondrial ATP synthesis” and “translational initiation” (Fig. 3A and Table S1D) and by downregulation of “fatty acid oxidation” (Fig. 3B and Table S1D). Importantly, these transcriptional signatures were in strong contrast to WT-IR HSPCs, where we previously noted a global repression of anabolic cellular processes (Fig. 1E and Table S1D). This further highlights the distinct transcriptional regulation of the metabolic response to genotoxic stress in WT and p53KO HSPCs.

### p53 and HSPC transcriptional landscape under homeostatic conditions

Comparison of untreated WT and p53KO HSPCs revealed *Eda2r* as the only differentially expressed gene (FC = 0.18, FDR = 0.035, Fig. 4A), indicating that p53 maintains *Eda2r* expression in HSPCs under homeostatic conditions. *Eda2r* expression was also p53 regulated post-IR, with *Eda2r* induced in WT-IR (FC = 24, FDR = 4 × 10^−15^) but not p53KO-IR HSPCs (Fig. 4A). 

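A single deposited peak lay within 10 kb of the TSS that Table S3A lists for *Eda2r*, at position 94572548 of chromosome X (mm9, minus strand). The peak covers 94571965 to 94572064, with its centre 534 bp from that TSS, in intron 1 of both annotated transcripts. It is a Group I peak, the paper's class of increased binding after irradiation, with rank 4999 of 7384. The list does not give the untreated level. Under the search used for all peaks, without a spacer, no p53 site was found within 100 bp of the centre. With a spacer allowed, the sequence GCACAGGGTTGTTGGACAAGTCC was found, with 3 bases between the half-sites and 3 mismatches. The search with a spacer also found a site in 11.1% of the windows 10 kb upstream of Group I peaks. The sequence of the peak is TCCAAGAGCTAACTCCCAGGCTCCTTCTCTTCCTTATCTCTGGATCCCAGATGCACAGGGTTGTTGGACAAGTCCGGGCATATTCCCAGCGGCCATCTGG.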

ChIP-Seq confirmed steady-state p53 binding at *Eda2r* promoter, with increased binding post-IR (Fig. 4D). In contrast, we did not observe dysregulation of *Gfi1* or *Ndn* genes in p53KO HSPCs, either at steady state or following IR and did not detect p53 binding at these genes (Fig. 4B, C, E, F), in contradiction to previous reports [9–11].

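*Gfi1* is annotated on chromosome 5 from 108145674 to 108155056 of mm9, and the deposited peak nearest to any of its TSSs was 286951 bp away, on the same chromosome from 107865976 to 107866075. *Ndn* is annotated on chromosome 7 from 69493163 to 69494814, and its nearest peak was 1408047 bp from the TSS, in an intron of *Otud7a*. Neither gene had a peak within 200 kb. The list holds called peaks only, so binding below the authors' threshold would not appear in it.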

**Fig. 4:**
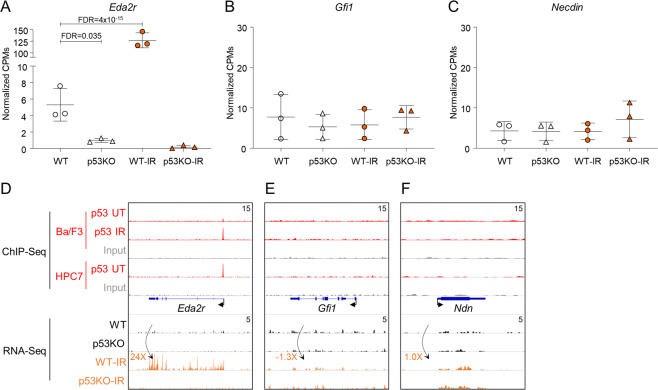
Characterization of the p53-regulated genes in HSPCs under homeostatic conditions. **A**–**C** Normalized counts per million (CPM) expression of *Eda2r*, *Gfi1*, and *Ndn* genes from the RNA-Seq of murine WT and p53KO HSPCs with and without whole-body irradiation. **D**–**F** Genomic snapshots of *Eda2r*, *Gfi1*, and *Ndn* genes. ChIP-Seq tracks of p53 in untreated (UT) and irradiated (IR) hematopoietic progenitor cells Ba/F3 and HPC7, and input DNA from the same cells are shown in the top five lanes. The gene feature track is shown in the middle. RNA-Seq tracks of the summation of gene expression in each group are shown in the bottom four lanes. The maximum data range of each track is indicated at the top-right corner of the track.

### Novel mediators of HSPC response to IR

To identify novel p53-target genes, we screened our list of 131 p53-regulated genes (Figs. 1 and 2 and Table S3A), against the list of KEGG mmu04115 “p53 signaling pathway” genes ([38]; https://www.genome.jp/kegg/kegg1.html) and similar lists from 14 previous studies in other cells, reviewed by Fischer et al. [4]. Additionally, we performed an automated PubMed search for publications that include each gene name together with the term “p53” in the title or the abstract of an article. Based on these criteria, we identified 38 potentially novel p53-target genes in our data (Table S3B and Fig. S2D). 

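All 38 genes of Table S3B had a deposited peak within 10 kb of the listed TSS, in 42 pairs of gene and peak. The genes come from a list chosen for such a peak, so this count is no independent evidence of binding. A Group I peak was found at 34 of the genes, a Group II peak at 1 and a Group III peak at 4. The nearest peak was at a median of 426.5 bp from the TSS, and at 27 of the genes it was within 1 kb.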

We further focused on “druggable” genes, with potential for pharmacological modulation of HSPC response to genotoxic stress, by searching the DGIdb database (Table S3D) [39]. Based on this, *P2rx7* was identified as a novel p53-target gene, encoding a highly “druggable” protein [19].

### *P2rx7* is a p53-target gene in HSPCs

P2X7 is a purinergic receptor for extracellular ATP [19], and its role in p53-dependent hematopoietic response to genotoxic stress has not been characterized. 

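*P2rx7* is annotated on the plus strand of chromosome 5, from 123093920 to 123141441 of mm9. The deposited list had 1 p53 peak within 10 kb of its TSS, from 123094421 to 123094520, with the centre 550 bp downstream of the TSS at 123093920 that Table S3A lists. The peak lies in intron 1 of 4 annotated transcripts, and the remaining transcript starts downstream of it, at 123100433. It belongs to Group I with rank 5644 of 7384. The 100 bp of the peak read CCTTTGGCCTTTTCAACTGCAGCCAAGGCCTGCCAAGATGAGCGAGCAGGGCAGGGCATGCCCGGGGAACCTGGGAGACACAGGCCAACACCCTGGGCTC. They contain the p53 site GAGCAGGGCAGGGCATGCCC at 123094464 to 123094483, which has 3 mismatches to the consensus, the most that the search allowed. The ChIP-qPCR amplicon of Table S4, from 123094541 to 123094626, starts 621 bp downstream of the TSS and 21 bp beyond the end of the peak. Of the control regions, the *Cdkn1a* amplicon lay 87 bp and the *Bbc3* amplicon 482 bp from the nearest peak, and both of those peaks were in Group II. The amplicon of *Pomc*, the negative region, had its nearest peak 106994 bp away.

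**Figure D4:**
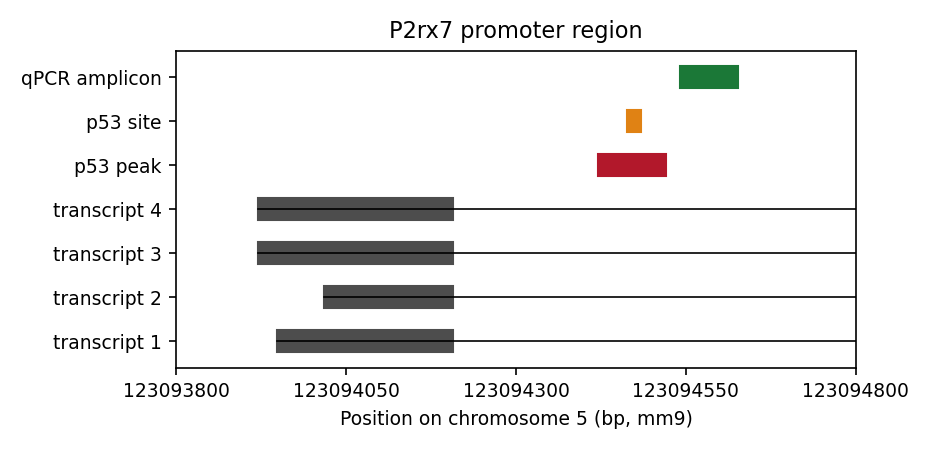
Map of the start of *P2rx7* along chromosome 5 (horizontal axis, bp, mm9) with exon 1 of the 4 annotated transcripts that span the peak as grey boxes, the p53 peak, the p53 site and the qPCR amplicon. The peak and the amplicon both lie in intron 1 of these transcripts, with 21 bp from the end of the peak to the amplicon.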

We demonstrate a p53-dependent induction of *P2rx7* expression in HSPCs with WBI (Fig. 5A), and p53 binding to the *P2rx7* gene promoter (Fig. 5B, C). We further demonstrate a p53-dependent upregulation of P2X7 protein by flow cytometry on long-term HSCs and on some multipotent, myeloid, and erythroid progenitors (Figs. 5D, E and S3A, B). P2X7 induction was most pronounced for erythroid progenitors, as exemplified by CFU-E cells that express minimal P2X7 at homeostatic conditions and strongly upregulate P2X7 with WBI (Figs. 5E and S3A). In contrast, we observed no induction of P2X7 with IR on mature B cells or erythrocytes (data not shown). Overall, we establish *P2rx7* as a p53-target gene in murine HSCs and HSPCs in the context of WBI.

**Fig. 5:**
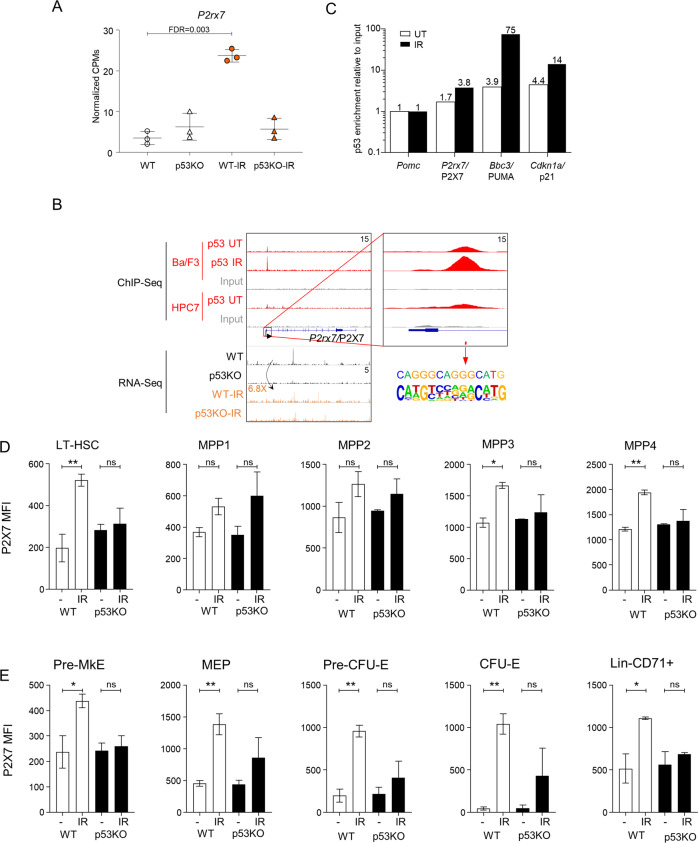
P2rx7 as a putative novel p53-target gene in HSPC response to irradiation. **A** Normalized counts per million (CPM) expression of *P2rx7* gene in WT and p53KO HSPCs with and without whole-body irradiation. **B** Genomic snapshots of *P2rx7*. ChIP-Seq tracks of p53 in untreated (UT) and irradiated (IR) hematopoietic progenitor cells Ba/F3 and HPC7, and input DNA from the same cells are shown on the top five lanes. The gene feature track is shown in the middle. RNA-Seq tracks of the summation of expression in each group are shown in the bottom four lanes. The maximum data range of each track is indicated at the top-right corner of the track. Red box highlights the p53 consensus binding motif identified at the promoter of the *P2rx7* gene. **C** Enrichment of p53 at the promoter of *P2rx7* gene, validated with ChIP-qPCR in Ba/F3 hematopoietic progenitor cells. p53-regulated genes *Bbc3/*PUMA and *Cdkn1a/*p21 served as positive controls. Data presented are from one experiment and was reproduced in three independent experiments. **D**, **E** P2X7 expression on HSCs and hematopoietic progenitor cells of WT and p53KO mice, with and without whole-body irradiation (3 Gy, 6 h), analyzed by flow cytometry; mean fluorescence intensity of the P2X7 staining is plotted for each cell population. Data are from 3 to 4 mice per genotype per condition, consolidated from 2 to 3 independent experiments; bars represent means and standard errors on the mean (SEM); statistical analysis by ANOVA followed by Sidak’s multiple comparison post hoc test to compare WT versus WT-IR and p53KO versus p53KO-IR datasets; *p < 0.05, **p < 0.01, or ns not significant. Cells are gated as: **D** Lin^−^cKit^+^Sca1^+^ followed by CD150^+^CD48^−^CD34^−^Flt3^−^ for long-term HSCs (LT-HSCs), CD150^+^CD48^−^CD34^+^Flt3^−^ for MPP1, CD150^+^CD48^+^CD34^+^Flt3^−^ for MPP2, CD150^−^CD48^+^CD34^+^Flt3^−^ for MPP3, and CD150^−^CD48^+^CD34^+^Flt3^+^ for MPP4; **E** Lin^−^cKit^+^Sca1^−^ followed by CD41^−^CD16/32^−^CD150^+^CD105^−^ for pre-megakaryocyte erythroid progenitors (pre-MkE), CD34^−^CD16/32^−^ megakaryocyte erythroid progenitors (MEP), CD41^−^CD16/32^−^CD150^+^CD105^+^ for pre-CFU-E erythroid progenitors, and CD41^−^CD16/32^−^CD150^−^CD105^+^ for CFU-E erythroid progenitors; or as Lin^−^CD71^+^ for the more mature erythroid precursor cells.

### P2X7 in hematopoiesis at homeostatic conditions

We assessed P2X7 functions in hematopoiesis under homeostatic conditions, using P2X7-knockout mice (P2X7-KO) [40]. We observed no significant defects, with normal numbers of HSPCs and all mature blood cells (Figs. S4–S9). We observed a mild but significant increase in megakaryocyte erythroid progenitors (Fig. S4A–C) and B cell precursors (Fig. S5) in P2X7-KO bone marrow; and although corresponding mature cells were unchanged (Figs. S6 and S9), this may reflect some increase in the capacity for regeneration of these cells under stress. We further assessed P2X7-KO HSCs in a chimeric model, with bone marrow from P2X7-KO or WT mice mixed with CD45.1^+^ competitor marrow in a 1:1 ratio, and reconstituted into two independent groups of WT B6-SJL lethally irradiated recipients (Fig. S10A). No differences were observed in the contribution of P2X7-KO and WT HSCs to hematopoietic lineages of the recipient mice (Fig. S10B–E).

### P2X7 in hematopoietic response to genotoxic stress

To assess P2X7 in the regulation of hematopoietic response to genotoxic stress, P2X7-KO and WT mice were irradiated at 7 Gy and their survival was monitored. Importantly, at this dose lethality is mediated by hematopoietic failure and can be rescued through bone marrow transplantation. We observed a significant delay in the lethality of P2X7-KO relative to WT mice (Fig. 6), establishing P2X7 as a mediator of hematopoietic response to acute IR.

**Fig. 6:**
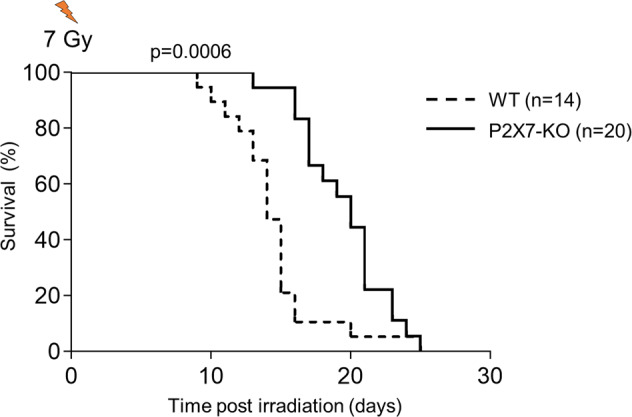
Role of P2X7 in hematopoietic response to acute irradiation. P2X7-KO and WT mice were subjected to whole-body irradiation at the dose of 7 Gy and mouse survival was monitored. A significant delay in the lethality of P2X7-KO mice relative to WT control mice is observed. Data are from 14 WT and 20 P2X7-KO mice, including males and females sex matched between the genotypes; data are consolidated from two independent experiments; statistical analyses using Log-rank Mantel–Cox test, *p* = 0.0006.

To assess P2X7 in long-term HSC response to sublethal IR, competitive bone marrow chimeras were set-up as previously. Following full reconstitution, the recipient mice were irradiated at 3.5 Gy, allowed to recover over 30 weeks for full regeneration of hematopoiesis from the HSC compartment, and analyzed for the relative contribution of P2X7-KO and WT HSCs to hematopoietic lineages (Fig. 7A). We observed an enhanced contribution of P2X7-KO cells to the bone marrow pools of HSCs (Figs. 7B and S11) and some multipotent, erythroid, and megakaryocyte progenitors (Fig. 7B, C). P2X7-KO cells also showed stronger contribution to B and natural killer cell populations and a trend toward enhanced reconstitution of neutrophils (Fig. 7D, E). These findings demonstrate the cell intrinsic role of P2X7 in the regulation of HSC fitness in response to IR.

**Fig. 7:**
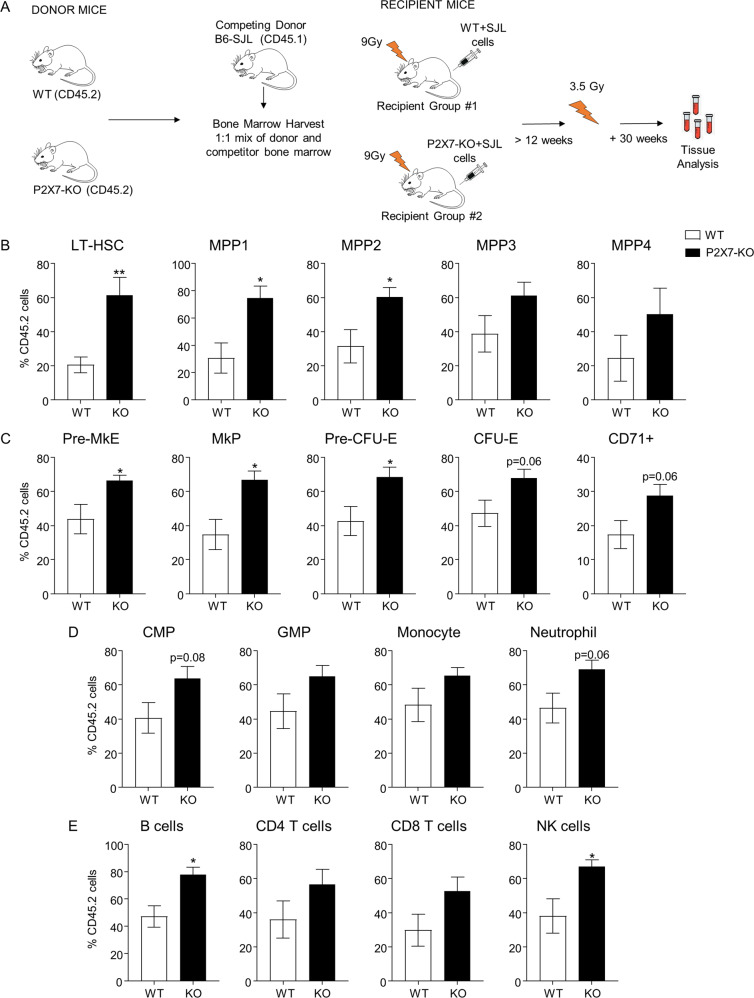
Assessing the role of P2X7 in the long-term HSC response and resistance to sublethal irradiation, using a competitive bone marrow transplantation model. Bone marrow from P2X7-KO or WT mice was mixed with CD45.1-marked competitor bone marrow in a 1:1 ratio and reconstituted into two independent groups of lethality irradiated wild-type B6-SJL recipients. Following full reconstitution, the recipient mice were subjected to a sublethal irradiation at 3.5 Gy, allowed to recover over a 30-week period, and subsequently analyzed for the relative contribution of P2X7-KO and WT HSCs to hematopoietic lineages. The frequency of CD45.2^+^CD45.1^−^ cells within each cell population is presented. Data are from 3 to 5 mice per group; bars represent means and standard errors on the mean (SEM); statistical analysis by Student’s *t* test; *p < 0.05, **p < 0.01, or not significant if significance is not indicated. **A** Schematic representation of the mouse to mouse competitive bone marrow transplantation study. **B** Relative contribution of P2X7-KO and WT cells to the HSC and multipotent progenitor (MPP) cell populations in mouse bone marrow. Cells are gated as: Lin^−^cKit^+^Sca1^+^ followed by CD150^+^CD48^−^CD34^−^Flt3^−^ for LT-HSCs, CD150^+^CD48^−^CD34^+^Flt3^−^ for MPP1, CD150^+^CD48^+^CD34^+^Flt3^−^ for MPP2, CD150^−^CD48^+^CD34^+^Flt3^−^ for MPP3, and CD150^−^CD48^+^CD34^+^Flt3^+^ for MPP4. **C** Relative contribution of P2X7-KO and WT cells to the erythroid and megakaryocyte progenitor cell populations in the mouse bone marrow. Cells are gated as Lin^−^cKit^+^Sca1^−^ followed by CD41^−^CD16^/^32^−^CD150^+^CD105^−^ for pre-megakaryocyte erythroid progenitor (pre-MkE), CD16/32^−^CD150^+^CD41^+^ for megakaryocyte progenitor (MkP), CD41^−^CD16/32^−^CD150^+^CD105^+^ for pre-CFU-E erythroid progenitor, CD41^−^CD16/32^−^CD150^−^CD105^+^ for CFU-E erythroid progenitor, and CD71^+^ for the more mature erythroid precursor cells. **D** Relative contribution of P2X7-KO and WT cells to the myeloid leukocyte cell lineage in the mouse bone marrow. Cells are gated as Lin^−^cKit^+^Sca1^−^ followed by CD34^+^CD16^/^32^−^ for the common myeloid progenitor (CMP) and CD34^+^CD16/32^+^ for the granulocyte monocyte progenitor (GMP), CD11b^+^Ly6G^−^Ly6C^+^ for monocytes, and CD11b^+^Ly6G^+^Ly6C^−^ for neutrophils. **E** Relative contribution of P2X7-KO and WT cells to lymphoid cell populations in the mouse spleen. Cells are gated as B220^+^ for B cells, CD3^+^CD4^+^ and CD3^+^CD8^+^ for T cells, and CD3^-^NK1.1^+^ for NK cells.

## Discussion

In summary, we have mapped the genome-wide transcriptional response of murine HSPCs to IR and, using p53 ChIP-Seq and p53-knockout mice, categorized the p53-dependent and p53-independent features of this response. We identified multiple novel p53-regulated genes with potentially interesting roles in HSC biology. We further established *P2rx7* as a novel p53-target gene in HSPCs and a regulator of HSC fitness in response to IR.

While previous studies analyzed HSC transcriptional response to WBI [41], the characterization of the p53-dependent and p53-independent branches of this response is novel to our work. Here we describe potent p53-independent inflammatory signatures in HSPCs in response to WBI. Importantly, HSCs are highly responsive to inflammation [42], with interferons and other mediators driving HSC loss of quiescence, proliferative exhaustion, or apoptosis [43, 44]. We therefore propose that the inflammatory transcriptional response of HSPCs may contribute to acute IR-induced hematopoietic failure and the long-term deleterious effects of radiotherapy on hematopoiesis [15, 45].

The p53-independent transcriptional responses of HSPCs may reveal novel approaches to target carcinogenic hematopoietic cells with p53 mutations [46, 47]. In particular, we show that the pro-inflammatory transcriptional response of HSPCs to IR is independent of p53. Synergies between cancer radiotherapy and immunotherapy are increasingly recognized, as radiotherapy can stimulate antitumor immunity [48–50]. The growing understanding of the crosstalk between genotoxic and inflammatory stress pathways, specifically in HSPCs, may suggest new approaches to protect normal or target leukemic HSPCs through optimized combinations of immunotherapy and radiotherapy. Similarly, the distinct metabolic transcriptional regulation in WT and p53KO HSPCs in response to IR, shown here, may also yield novel strategies for the targeting of p53-deficient HSPCs.

We characterize p53 functions in transcriptional regulation under homeostatic conditions, via comparison of WT and p53KO HSPCs (LKS CD150^+^). Previous studies indicated p53 as a regulator of *Gfi1* and *Ndn* expression in HSPCs under homeostatic conditions, based on microarray analyses in less pure HSPCs (LKS) and in an *Elf4*-deficient mouse model [9–11]. These technical differences may account for the fact that we do not observe p53-mediated regulation of *Gfi1* and *Ndn* in our study. In contrast, we report p53-dependent regulation of *Eda2r* in HSPCs both at steady state and following IR. While *Eda2r* is a known p53-regulated gene in hair follicles [51, 52] and colorectal and ovarian tumors [53–55], its role in HSPC physiology is unexplored and merits further investigation. Additionally, we identify p53 binding in the vicinity of genes encoding critical regulators of hematopoiesis, although their expression was not p53 regulated either at steady state or following IR (Table S2D). Polymorphisms in the p53-binding region of *Kitl* were implicated in cancer susceptibility in human [56], and p53 binding at *Kitl* locus regulates coat pigmentation in mice [57]. We suggest that p53 binding at the genes encoding critical regulators of hematopoiesis may be functionally significant in other physiological settings, to be explored in future work.

We identified many novel p53-target genes in HSPCs (Table S3B), to be characterized in future work, while here *P2rx7* was selected for further functional analyses. WBI drives the release of ATP into the extracellular milieu [15–18], and we propose that, together with the p53-driven induction of P2X7 on HSPCs, this contributes to the depletion of stressed and damaged HSPCs via paracrine mechanisms. As *P2rx7* was not previously characterized as a p53-target gene, this effect is likely in part cell type specific, and there are indeed other specialized mechanisms regulating *P2rx7* expression, as, for example, the induction of *P2rx7* by C/EBPβ in intestinal epithelial cells, by Sp1 in neurons and astrocytes [58, 59], and by Tet1 and Tet2 in mesenchymal stem cells [60]. Interestingly, in our work the p53-driven P2X7-induction is most pronounced on HSCs and erythroid progenitors, suggesting specialized roles of P2X7 in the stress response of these cells. While our study focuses on WBI, the role of p53-dependent P2X7 induction in HSC response to other stresses remains to be explored.

The mechanisms mediating the deleterious effects of P2X7 on HSPCs remain to be further addressed. Strong induction of P2X7 on HSPCs, together with the protective effects of P2X7 deficiency in competitive HSC transplantation models, suggest that cell-intrinsic mechanisms are involved. IR is known to promote the release of P2X7-agonist ATP [15–18], and P2X7 stimulation or overexpression can drive HSC mobilization from their niche, differentiation, and proliferative exhaustion [23–25], with prolonged stimulation leading to the formation of nonselective transmembrane pores and cell death [20]. Similarly, direct stimulation of P2X receptors on erythroid progenitors can drive ROS production and apoptosis [61]. While such P2X7-driven responses likely have a physiological role to eliminate stressed and damaged HSPCs, they can also contribute to hematopoietic dysfunction and under acute conditions result in lethal hematopoietic failure. It is also interesting to note that P2X7 stimulation and the resulting potassium efflux are upstream of inflammasome activation [62]. With the growing understanding of inflammasome functions in genotoxic stress responses [63] and in HSPCs [64], the crosstalk between the p53-driven P2X7 expression, inflammasome activation, and loss of HSPC fitness will need to be explored.

The protective effects of P2X7 deficiency in IR-driven hematopoietic failure and in HSC maintenance following sublethal IR, shown here, suggest P2X7 as a drug target for modulation of HSC responses to genotoxic stress. Importantly, relevant P2X7 antagonists are available and have shown efficacy in rodent models of inflammatory, neurological, and other conditions [19]. AZD9056 has also undergone clinical trials, showing efficacy in Crohn’s disease, but not rheumatoid arthritis or chronic obstructive pulmonary disease [65–67]. Importantly, the loss or inhibition of P2X7 was also shown to repress the self-renewal of leukemia-initiating cells and to inhibit leukemogenesis in acute myeloid leukemia mouse models [21, 22, 68], providing further rationale to explore P2X7 antagonists as part of cancer therapy regimens. Whether P2X7 antagonists can also offer protection against the off-target toxicities of radiotherapy remains to be further explored. Interestingly, *P2rx7* gene is polymorphic in human [26], and our study suggests that this may impact the hematopoietic response to genotoxic stress. p53 activation is also a feature of several bone marrow failure disorders [69–71], and whether this promotes P2X7 induction to affect hematologic pathology is at present unknown. These and other implications of our findings to human hematopoiesis in a clinical setting are to be explored in future work.

## Materials and methods

### Mouse lines

WT, P2X7-KO, and p53-KO mice, all on the C57BL/6J genetic background, were obtained from The Jackson Laboratory (JAX002101, JAX005576, and JAX000664) [40], and maintained under specific pathogen-free conditions. Adult mice of both sexes were used in the experiments and always age and sex matched across all the experimental groups. The number of mice used in each experiment and experimental repeats are presented in the figure legends; no specific statistical methods were used to select samples sizes; no samples/animals were excluded from the analyses; no randomization was used to allocate samples/animals to experimental groups; and the investigator was not blinded to the group allocation of samples/animals. Genotypes of all animals were validated with genomic PCR, using DreamTaq DNA Polymerase (Thermo Fisher Scientific) and primers from IDT Technologies. Both male and female mice were used in the study and sex matched across the experimental groups.

### Mouse WBI

Mouse WBI was performed in a RS2000 irradiator (Rad Source), and the mice were kept on neomycin in drinking water (2 g/L, BioShop) for 3 weeks following the procedure.

### Mouse bone marrow transplantation

For competitive bone marrow transplantations, recipient WT B6.SJL-PtprcaPepcb/Boy (JAX002014, congenic for CD45.1) mice were irradiated with 2 doses of 4.5 Gy, delivered 3 h apart, in a RS2000 irradiator (Rad Source). Donor cells were delivered via intravenous injection in sterile phosphate-buffered saline (PBS). The mice were kept on neomycin in drinking water (2 g/L, BioShop) for 3 weeks and analyzed at >20 weeks post-reconstitution.

### Cell culture

Murine B cell progenitor cell line Ba/F3 (DSMZ, ACC 300) was maintained at 0.5–2 × 10^6^ cells/mL in RPMI-1640 (Wisent) with 10% fetal calf serum (FCS, Wisent), 2 mM L-Glutamine, 100 μg/mL streptomycin, 100 U/mL penicillin (Wisent), and 5% WEHI conditioned media as the source of interleukin-3. Multipotent hematopoietic progenitor cells HPC7, derived from murine ES-cells via constitutive expression of LIM-homeobox gene LH2, were provided by Professor Leif Carlsson (Umea Center for Molecular Medicine, Umea, Sweden) [27] and previously extensively characterized [72]. HPC7 cells were cultured at 0.5–2 × 10^6^ cells/mL in IMDM (Life Technologies), with 10% FCS (Gibco, Life Technologies), 100 μg/mL streptomycin, 100 U/mL penicillin (Wisent), 7.48 × 10^−5^ M MTG (M6145, Sigma-Aldrich), and 100 ng/mL murine stem cell factor (Shenandoah Biotechnology, Cedarlane).

### RNA sequencing

The protocols were as previously described [28, 32]. Briefly, RNA was isolated using the MagMAX Total RNA Kit (Ambion, Life Technologies) and quality assessed using Bioanalyzer RNA Pico chips (Agilent). rRNA depletion and library preparation were performed using the SMARTer Stranded RNA-Seq Kit (Takara Clontech). The libraries were sequenced on an Illumina HiSeq 2500 sequencer in paired-end 50 bp configuration. The high quality of sequence reads was confirmed using the FastQC tool (Babraham Bioinformatics), and low-quality bases were trimmed from read extremities using Trimmomatic v.0.33 [73]. Reads were then mapped to the mouse UCSC mm9 reference assembly using TopHat v2.0.9 in conjunction with Bowtie 1.0.0 algorithm [74–76]. Gene expression was quantified by counting the number of uniquely mapped reads with featureCounts using default parameters [77]. We retained genes that had an expression level of minimum 5 counts per million reads in at least three of the samples and performed quantile normalization with the preprocessCore package to remove batch effects [78]. Dimension reduction analysis was performed using the principal component analysis method [79]. TMM normalization and differential gene expression analyses were conducted using the edgeR Bioconductor package version 3.20.9 [80]. Pairwise comparisons were performed between samples across different mouse genotypes. Genes with changes in expression ≥|2| folds and Benjamini–Hochberg adjusted *p* values ≤0.05 were considered significant. For data visualization in Integrative Genomics Viewer (IGV) [81], replicates with the same genotype were combined, and bigwig files were generated using a succession of genomeCoverageBed and wigToBigWig tools and scaled per one million exon-mapped reads. GO and disease ontology enrichment analyses on differentially expressed gene clusters were performed with DAVID Bioinformatics Resources 6.8 [82], and GSEA was performed in command-line using MSigDB v6.0 with default configuration and permutation within gene sets [83]. Automated PubMed search for publications that include gene name together with the term “p53” in the title or the abstract of an article was performed using Entrez Direct tool (https://www.ncbi.nlm.nih.gov/books/NBK179288). We searched for “druggable” genes using the DGIdb database (https://www.dgidb.org/).

### Chromatin immunoprecipitation

ChIP was performed as described previously [28, 32], with minor modifications. Briefly, cells were fixed with 1% formaldehyde in the culture media for 10 min at room temperature, followed by addition of 0.125 M of glycine to stop fixation. Nuclei were extracted with 5 min lysis in 0.25% Triton buffer (10 mM Tris-HCl pH8, 10 mM EDTA, 0.5 mM EGTA), followed by 30 minutes in 200 mM NaCl buffer (10 mM Tris-HCl pH8, 1 mM EDTA, 0.5 mM EGTA). Nuclei were resuspended in sonication buffer (10 mM Tris pH8, 140 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.5% sodium dodecyl sulfate (SDS), 0.5% Triton X-100, 0.05% NaDOC) and sonicated for 14 cycles of 30 s with a digital sonifier (Branson Ultrasonics) at 80%, with 30 s rest in cooled circulating water. Beads were prepared overnight with 40 μL of Dynabeads Protein G (Invitrogen, Life Technologies) conjugated to 5 μg of antibody against p53 (1C12, Cell Signaling Technology) or H3K27ac (ab4729, Abcam). Immunoprecipitation was performed by overnight incubation of antibody–bead matrices with sheared chromatin from the equivalent of 5 × 10^6^ cells. Immune complexes were washed sequentially for 2 min at room temperature with 1 mL of the following buffers: wash B (1% Triton X-100, 0.1% SDS, 150 mM NaCl, 2 mM EDTA, and 20 mM Tris-HCl, pH 8), wash C (1% Triton X-100, 0.1% SDS, 500 mM NaCl, 2 mM EDTA, and 20 mM Tris-HCl, pH 8), wash D (1% NP-40, 250 mM LiCl, 1 mM EDTA, and 10 mM Tris-HCl, pH 8), and TEN buffer (50 mM NaCl, 10 mM Tris-HCl, pH 8, and 1 mM EDTA). The samples were de-crosslinked by overnight incubation at 65 °C in 1% SDS buffer (50 mM Tris-HCl pH8, 10 mM EDTA). Following RNaseA and Proteinase K enzymatic treatments, ChIP DNA was purified using the Qiaquick PCR Cleanup Kit (Qiagen).

### ChIP–quantitative PCR (qPCR)

ChIP enrichment was quantified on a StepOnePlus qPCR instrument with Power SYBR Mastermix (Applied Biosystems, Life Technologies) and primers provided in Supplemental Table S4 (IDT Technologies). All *C*_T_ values were normalized to those of the pro-opiomelanocortin (*Pomc*) gene, which serves as a negative binding region. Enrichment was calculated relative to input DNA.

### ChIP sequencing

ChIP-Seq libraries were prepared using the Illumina TruSeq Kit and sequenced on an Illumina HiSeq 2500 sequencer, with input DNA from the same cells sequenced as negative control. The reads were mapped to the UCSC mouse mm9 reference genome with Bowtie 1.0.0 [75], and p53-binding sites were identified using peak detection algorithm MACS1.4 [84], with comparisons for read enrichment against control input DNA from the same cells. Normalized sequence read density profiles (bigwig) were generated with Homer tool [85] and visualized with IGV [81]. GO and disease ontology enrichment analyses on genes associated with p53 ChIP-Seq binding clusters were performed on GREAT 4.0.4 [37] with Basal plus extension option.

### ChIP-Seq and RNA-Seq data consolidation

Full gene annotations were obtained from UCSC mouse mm9 reference genome. An in-house Python script was developed to load the genomic locations of ChIP-Seq binding sites and RNA-Seq dysregulated genes and search for gene TSSs within a specific distance to each ChIP-Seq binding site. RNA-Seq and ChIP-Seq datasets acquired and described in our study have been deposited into the NCBI public database and are available under GEO Submission GSE171697. Input ChIP-Seq are submitted in GSE150667 and previously described [32].

### Cell sorting

Cell sorting protocols were as previously described [28, 32]. Briefly, bone marrow was flushed in PBS supplemented with 0.1% bovine serum albumin and 2 mM EDTA, filtered through 40 μm cell strainers, and subjected to red blood cell lysis in ACK buffer (0.15 M NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA). The samples were stained with biotin anti-mouse Lineage Panel (BioLegend), PE-Cy7 cKit (clone 2B8, BioLegend), APC-Cy7 Sca-1 (D7, BioLegend), FITC CD48 (HM48-1, eBioscience), APC CD150 (TC15-12F12.2, BioLegend), PE Flt3 (A2F10, eBioscience), Brilliant Violet 421 CD34 (RAM34, BD Biosciences), and streptavidin-PECy5 (BioLegend). Cell sorting was performed on FACSAria, with the FACS Diva software (BD Biosciences).

### Flow cytometry

Cell suspensions of mouse tissues were prepared in RPMI-1640 (Wisent) with 2% (v/v) FCS, 100 μg/mL streptomycin and 100 U/mL penicillin (Wisent). The cells were stained for surface markers in PBS with 2% FCS for 20 min on ice, using antibodies listed in Supplemental Tables S5 and S6. Viability Dye eFluor® 506 (eBioscience) was used to discriminate dead cells. Annexin V PeCy7 (eBioscience) was used for detection of apoptotic cells. Compensation was performed with BD™ CompBeads (BD Biosciences). The data were acquired on BD Fortessa and analyzed with the FACS Diva (BD Biosciences) or the FlowJo (Tree Star) software.

### Mouse hematology

Hematology analysis of mouse blood was performed by the Diagnostics Laboratory of the McGill Comparative Medicine Animal Resources Centre (CMARC), as previously described [32].

### Statistics

Statistical analyses used Prism 7.01 (GraphPad Inc.), with Student’s two-tailed *t* test for two datasets and analysis of variance for multiple comparisons; *p* < 0.05 was considered significant. Further information on the statistical analyses is provided above for RNA-Seq and ChIP-Seq data and in the figure legends for other datasets.

## Supplementary information

Supplemental Materials

Supplemental Table S1

Supplemental Table S2

Supplemental Table S3

## Data Availability

RNA-Seq and ChIP-Seq datasets acquired and described in our study have been deposited into the NCBI public database and are available under GEO Submission GSE171697. Input ChIP-Seq are submitted in GSE150667 and previously described [32]. All other data are either presented in the manuscript or available from the corresponding author upon request.

## References

[1] Wang Y, Probin V, Zhou D (2006). Cancer therapy-induced residual bone marrow injury-mechanisms of induction and implication for therapy. Curr Cancer Ther Rev.

[2] Dracham CB, Shankar A, Madan R (2018). Radiation induced secondary malignancies: a review article. Radiat Oncol J.

[3] Li M, He Y, Feng X, Huang J (2012). Genome-wide studies of the transcriptional regulation by p53. Biochim Biophys Acta.

[4] Fischer M (2017). Census and evaluation of p53 target genes. Oncogene.

[5] Kenzelmann Broz D, Spano Mello S, Bieging KT, Jiang D, Dusek RL, Brady CA (2013). Global genomic profiling reveals an extensive p53-regulated autophagy program contributing to key p53 responses. Genes Dev.

[6] Lowe JM, Menendez D, Bushel PR, Shatz M, Kirk EL, Troester MA (2014). p53 and NF-kappa B coregulate proinflammatory gene responses in human macrophages. Cancer Res.

[7] Li YW, Liu J, McLaughlin N, Bachvarov D, Saifudeen Z, El-Dahr SS (2013). Genome-wide analysis of the p53 gene regulatory network in the developing mouse kidney. Physiol Genomics.

[8] Liu Y, Elf SE, Asai T, Miyata Y, Liu Y, Sashida G (2009). The p53 tumor suppressor protein is a critical regulator of hematopoietic stem cell behavior. Cell Cycle.

[9] Liu Y, Elf SE, Miyata Y, Sashida G, Huang G, Di Giandomenico S (2009). p53 regulates hematopoietic stem cell quiescence. Cell Stem Cell.

[10] Kubota Y, Osawa M, Jakt LM, Yoshikawa K, Nishikawa S (2009). Necdin restricts proliferation of hematopoietic stem cells during hematopoietic regeneration. Blood.

[11] Asai T, Liu Y, Di Giandomenico S, Bae N, Ndiaye-Lobry D, Deblasio A (2012). Necdin, a p53 target gene, regulates the quiescence and response to genotoxic stress of hematopoietic stem/progenitor cells. Blood.

[12] Mohrin M, Bourke E, Alexander D, Warr MR, Barry-Holson K, Le Beau MM (2010). Hematopoietic stem cell quiescence promotes error-prone DNA repair and mutagenesis. Cell Stem Cell.

[13] Labi V, Erlacher M, Krumschnabel G, Manzl C, Tzankov A, Pinon J (2010). Apoptosis of leukocytes triggered by acute DNA damage promotes lymphoma formation. Genes Dev.

[14] Beerman I, Seita J, Inlay MA, Weissman IL, Rossi DJ (2014). Quiescent hematopoietic stem cells accumulate DNA damage during aging that is repaired upon entry into cell cycle. Cell Stem Cell.

[15] Mavragani IV, Laskaratou DA, Frey B, Candeias SM, Gaipl US, Lumniczky K (2016). Key mechanisms involved in ionizing radiation-induced systemic effects. A current review. Toxicol Res.

[16] Di Maggio FM, Minafra L, Forte GI, Cammarata FP, Lio D, Messa C (2015). Portrait of inflammatory response to ionizing radiation treatment. J Inflamm.

[17] Kojima S, Ohshima Y, Nakatsukasa H, Tsukimoto M (2017). Role of ATP as a key signaling molecule mediating radiation-induced biological effects. Dose Response.

[18] Wilhelm K, Ganesan J, Muller T, Durr C, Grimm M, Beilhack A (2010). Graft-versus-host disease is enhanced by extracellular ATP activating P2X7R. Nat Med.

[19] Bartlett R, Stokes L, Sluyter R (2014). The P2X7 receptor channel: recent developments and the use of P2X7 antagonists in models of disease. Pharmacol Rev.

[20] Surprenant A, Rassendren F, Kawashima E, North RA, Buell G (1996). The cytolytic P2Z receptor for extracellular ATP identified as a P2X receptor (P2X7). Science.

[21] De Marchi E, Pegoraro A, Adinolfi E (2021). P2X7 receptor in hematological malignancies. Front Cell Dev Biol.

[22] Filippin KJ, de Souza KFS, de Araujo Junior RT, Torquato HFV, Dias DA, Parisotto EB (2020). Involvement of P2 receptors in hematopoiesis and hematopoietic disorders, and as pharmacological targets. Purinergic Signal.

[23] Barbosa CM, Leon CM, Nogueira-Pedro A, Wasinsk F, Araujo RC, Miranda A (2011). Differentiation of hematopoietic stem cell and myeloid populations by ATP is modulated by cytokines. Cell Death Dis.

[24] Casati A, Frascoli M, Traggiai E, Proietti M, Schenk U, Grassi F (2011). Cell-autonomous regulation of hematopoietic stem cell cycling activity by ATP. Cell Death Differ.

[25] Feng W, Yang F, Wang R, Yang X, Wang L, Chen C (2016). High level P2X7-mediated signaling impairs function of hematopoietic stem/progenitor cells. Stem Cell Rev.

[26] Koldej R, Collins J, Ritchie D (2018). P2X7 polymorphisms and stem cell mobilisation. Leukemia.

[27] Pinto do OP, Kolterud A, Carlsson L (1998). Expression of the LIM-homeobox gene LH2 generates immortalized steel factor-dependent multipotent hematopoietic precursors. EMBO J.

[28] Belle JI, Petrov JC, Langlais D, Robert F, Cencic R, Shen S (2016). Repression of p53-target gene Bbc3/PUMA by MYSM1 is essential for the survival of hematopoietic multipotent progenitors and contributes to stem cell maintenance. Cell Death Differ.

[29] Tonelli C, Amati B, Morelli MJ (2016). p53 transcriptional programs in B cells upon exposure to genotoxic stress in vivo: computational analysis of next-generation sequencing data. Genom Data.

[30] Tonelli C, Morelli MJ, Bianchi S, Rotta L, Capra T, Sabo A (2015). Genome-wide analysis of p53 transcriptional programs in B cells upon exposure to genotoxic stress in vivo. Oncotarget.

[31] Purbey PK, Scumpia PO, Kim PJ, Tong AJ, Iwamoto KS, McBride WH (2017). Defined sensing mechanisms and signaling pathways contribute to the global inflammatory gene expression output elicited by ionizing radiation. Immunity.

[32] Belle JI, Wang H, Fiore A, Petrov JC, Lin YH, Feng CH, (2020). MYSM1 maintains ribosomal protein gene expression in hematopoietic stem cells to prevent hematopoietic dysfunction. JCI Insight.

[33] Snellenberg S, Cillessen SA, Van Criekinge W, Bosch L, Meijer CJ, Snijders PJ (2014). Methylation-mediated repression of PRDM14 contributes to apoptosis evasion in HPV-positive cancers. Carcinogenesis.

[34] Belkahla S, Haq Khan AU, Gitenay D, Alexia C, Gondeau C, Vo DN (2018). Changes in metabolism affect expression of ABC transporters through ERK5 and depending on p53 status. Oncotarget.

[35] Li H, Zhang Y, Strose A, Tedesco D, Gurova K, Selivanova G (2014). Integrated high-throughput analysis identifies Sp1 as a crucial determinant of p53-mediated apoptosis. Cell Death Differ.

[36] Thornborrow EC, Manfredi JJ (2001). The tumor suppressor protein p53 requires a cofactor to activate transcriptionally the human BAX promoter. J Biol Chem.

[37] McLean CY, Bristor D, Hiller M, Clarke SL, Schaar BT, Lowe CB (2010). GREAT improves functional interpretation of cis-regulatory regions. Nat Biotechnol.

[38] Kanehisa M, Goto S (2000). KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

[39] Griffith M, Griffith OL, Coffman AC, Weible JV, McMichael JF, Spies NC (2013). DGIdb: mining the druggable genome. Nat Methods.

[40] Solle M, Labasi J, Perregaux DG, Stam E, Petrushova N, Koller BH (2001). Altered cytokine production in mice lacking P2X(7) receptors. J Biol Chem.

[41] Patterson AM, Liu L, Sampson CH, Plett PA, Li H, Singh P (2020). A single radioprotective dose of prostaglandin E2 blocks irradiation-induced apoptotic signaling and early cycling of hematopoietic stem cells. Stem Cell Rep.

[42] Pietras EM (2017). Inflammation: a key regulator of hematopoietic stem cell fate in health and disease. Blood.

[43] Essers MA, Offner S, Blanco-Bose WE, Waibler Z, Kalinke U, Duchosal MA (2009). IFNalpha activates dormant haematopoietic stem cells in vivo. Nature.

[44] Sato T, Onai N, Yoshihara H, Arai F, Suda T, Ohteki T (2009). Interferon regulatory factor-2 protects quiescent hematopoietic stem cells from type I interferon-dependent exhaustion. Nat Med.

[45] Yu Q, Katlinskaya YV, Carbone CJ, Zhao B, Katlinski KV, Zheng H (2015). DNA-damage-induced type I interferon promotes senescence and inhibits stem cell function. Cell Rep.

[46] Stengel A, Schnittger S, Weissmann S, Kuznia S, Kern W, Kohlmann A (2014). TP53 mutations occur in 15.7% of ALL and are associated with MYC-rearrangement, low hypodiploidy, and a poor prognosis. Blood.

[47] Chen S, Liu Y (2019). p53 involvement in clonal hematopoiesis of indeterminate potential. Curr Opin Hematol.

[48] Weichselbaum RR, Liang H, Deng L, Fu YX (2017). Radiotherapy and immunotherapy: a beneficial liaison?. Nat Rev Clin Oncol.

[49] Deng L, Liang H, Xu M, Yang X, Burnette B, Arina A (2014). STING-dependent cytosolic DNA sensing promotes radiation-induced type I interferon-dependent antitumor immunity in immunogenic tumors. Immunity.

[50] Rodriguez-Ruiz ME, Vitale I, Harrington KJ, Melero I, Galluzzi L (2020). Immunological impact of cell death signaling driven by radiation on the tumor microenvironment. Nat Immunol.

[51] Brosh R, Sarig R, Natan EB, Molchadsky A, Madar S, Bornstein C (2010). p53-dependent transcriptional regulation of EDA2R and its involvement in chemotherapy-induced hair loss. FEBS Lett.

[52] Kwack MH, Kim JC, Kim MK (2019). Ectodysplasin-A2 induces apoptosis in cultured human hair follicle cells and promotes regression of hair follicles in mice. Biochem Biophys Res Commun.

[53] Tanikawa C, Furukawa Y, Yoshida N, Arakawa H, Nakamura Y, Matsuda K (2009). XEDAR as a putative colorectal tumor suppressor that mediates p53-regulated anoikis pathway. Oncogene.

[54] Tanikawa C, Ri C, Kumar V, Nakamura Y, Matsuda K (2010). Crosstalk of EDA-A2/XEDAR in the p53 signaling pathway. Mol Cancer Res.

[55] Wong KK, Izaguirre DI, Kwan SY, King ER, Deavers MT, Sood AK (2013). Poor survival with wild-type TP53 ovarian cancer?. Gynecol Oncol.

[56] Zeron-Medina J, Wang X, Repapi E, Campbell MR, Su D, Castro-Giner F (2013). A polymorphic p53 response element in KIT ligand influences cancer risk and has undergone natural selection. Cell.

[57] Pant V, Xiong S, Chau G, Tsai K, Shetty G, Lozano G (2016). Distinct downstream targets manifest p53-dependent pathologies in mice. Oncogene.

[58] Bilodeau MS, Arguin G, Gendron FP (2015). C/EBPbeta regulates P2X7 receptor expression in response to glucose challenge in intestinal epithelial cells. Biochem Cell Biol.

[59] Garcia-Huerta P, Diaz-Hernandez M, Delicado EG, Pimentel-Santillana M, Miras-Portugal MT, Gomez-Villafuertes R (2012). The specificity protein factor Sp1 mediates transcriptional regulation of P2X7 receptors in the nervous system. J Biol Chem.

[60] Yang R, Yu T, Kou X, Gao X, Chen C, Liu D (2018). Tet1 and Tet2 maintain mesenchymal stem cell homeostasis via demethylation of the P2rX7 promoter. Nat Commun.

[61] Sluyter R (2015). P2X and P2Y receptor signaling in red blood cells. Front Mol Biosci.

[62] Di Virgilio F, Dal Ben D, Sarti AC, Giuliani AL, Falzoni S (2017). The P2X7 receptor in infection and inflammation. Immunity.

[63] Wei J, Wang H, Wang H, Wang B, Meng L, Xin Y (2019). The role of NLRP3 inflammasome activation in radiation damage. Biomed Pharmacother.

[64] Ratajczak MZ, Bujko K, Cymer M, Thapa A, Adamiak M, Ratajczak J (2020). The Nlrp3 inflammasome as a “rising star” in studies of normal and malignant hematopoiesis. Leukemia.

[65] Keystone EC, Wang MM, Layton M, Hollis S, McInnes IB, Team DCS (2012). Clinical evaluation of the efficacy of the P2X7 purinergic receptor antagonist AZD9056 on the signs and symptoms of rheumatoid arthritis in patients with active disease despite treatment with methotrexate or sulphasalazine. Ann Rheum Dis.

[66] Eser A, Colombel JF, Rutgeerts P, Vermeire S, Vogelsang H, Braddock M (2015). Safety and efficacy of an oral inhibitor of the purinergic receptor P2X7 in adult patients with moderately to severely active Crohn’s disease: a randomized placebo-controlled, double-blind, phase IIa study. Inflamm Bowel Dis.

[67] Colarusso C, Terlizzi M, Molino A, Pinto A, Sorrentino R (2017). Role of the inflammasome in chronic obstructive pulmonary disease (COPD). Oncotarget.

[68] He X, Wan J, Yang X, Zhang X, Huang D, Li X (2021). Bone marrow niche ATP levels determine leukemia-initiating cell activity via P2X7 in leukemic models. J Clin Invest.

[69] Pellagatti A, Marafioti T, Paterson JC, Barlow JL, Drynan LF, Giagounidis A (2010). Induction of p53 and up-regulation of the p53 pathway in the human 5q- syndrome. Blood.

[70] Dutt S, Narla A, Lin K, Mullally A, Abayasekara N, Megerdichian C (2011). Haploinsufficiency for ribosomal protein genes causes selective activation of p53 in human erythroid progenitor cells. Blood.

[71] Ceccaldi R, Parmar K, Mouly E, Delord M, Kim JM, Regairaz M (2012). Bone marrow failure in Fanconi anemia is triggered by an exacerbated p53/p21 DNA damage response that impairs hematopoietic stem and progenitor cells. Cell Stem Cell.

[72] Wilson NK, Schoenfelder S, Hannah R, Sanchez Castillo M, Schutte J, Ladopoulos V (2016). Integrated genome-scale analysis of the transcriptional regulatory landscape in a blood stem/progenitor cell model. Blood.

[73] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[74] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol.

[75] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.

[76] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[77] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[78] Bolstad B. preprocessCore: a collection of pre-processing functions. R package version 1.44.0. 2018. https://github.com/bmbolstad/preprocessCore.

[79] Mevik BH, Wehrens R (2007). The pls package: principal component and partial least squares regression in R. J Stat Softw.

[80] Robinson MD, Oshlack A (2010). A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol.

[81] Thorvaldsdottir H, Robinson JT, Mesirov JP (2013). Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief Bioinform.

[82] Huang DW, Sherman BT, Tan Q, Collins JR, Alvord WG, Roayaei J (2007). The DAVID Gene Functional Classification Tool: a novel biological module-centric algorithm to functionally analyze large gene lists. Genome Biol.

[83] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci USA.

[84] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[85] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell.

# Supplementary material for: p53-dependent induction of P2X7 on hematopoietic stem and progenitor cells regulates hematopoietic response to genotoxic stress
**Source:** Cell Death Dis. 2021 Oct 8;12(10):923. doi: 10.1038/s41419-021-04202-9
**Supplement:** Supplementary file 1 — Supplemental Materials

## SUPPLEMENTAL MATERIALS

---

### **p53-Dependent Induction of P2X7 on Hematopoietic Stem and Progenitor Cells Regulates Hematopoietic Response to Genotoxic Stress**

Lin Tze Tung<sup>1,2</sup> #, HanChen Wang<sup>1,2,3</sup> #, Jad I Belle<sup>1,2</sup>, Jessica C Petrov<sup>1,2</sup>, David Langlais<sup>2,3,4,5</sup>, Anastasia Nijnik<sup>1,2,\*</sup>

# These authors contributed equally to this work and are listed in the alphabetical order of their surnames.

| <b>Content</b>                                 | <b>Pages</b> |
|------------------------------------------------|--------------|
| Supplemental Figures and Figure Legends S1-S11 | 2-23         |
| Supplemental Data Table Legends S1-S3          | 24-25        |
| Supplemental Methods Tables S4-6               | 26-29        |

## SUPPLEMENTAL FIGURES

### **Figure S1. Consolidation of ChIP-Seq data on p53 genome-wide DNA-binding sites across different studies and cell types.** (Related to Figure 2A).

Heat map showing the binding intensities of p53 or phospho-p53 at the 7,384 p53 binding sites identified in our ChIP-Seq experiments from untreated (UT) and irradiated (3-Gy, 3 hours) Ba/F3 and HPC7 hematopoietic progenitor cells. The sites are ordered as in Figure 2A, based on fold change in binding intensity following irradiation (IR) and organized into three groups: Group I is composed of peaks with  $\geq 1.5$  fold increase in p53 binding following IR; Group II is composed of peaks with minimal change in p53 binding ( $FC \leq |1.5|$ ); and Group III is composed of peaks with  $\geq 1.5$  fold decrease in p53 binding following IR. Binding intensities at  $\pm 1$ kb around the p53 peak centers are plotted. The p53 ChIP-Seq from Ba/F3 and HPC7 cells represents our datasets and is described in Figure 2A. The other data is from public datasets, downloaded and re-analyzed using our pipeline. These include: p53 ChIP-Seq from splenic B and non-B cells with or without irradiation (7-Gy, 4hours, GSE71180)<sup>29-30</sup>, phospho-p53 ChIP-Seq from bone marrow derived macrophages (BMDM) with or without irradiation (6-Gy, various time points, GSE100963)<sup>31</sup>, and p53 ChIP-Seq from mouse embryo fibroblasts (MEFs) with or without doxorubicin (DOX) treatment (GSE46240)<sup>5</sup>; all datasets are from mouse.

Figure S1

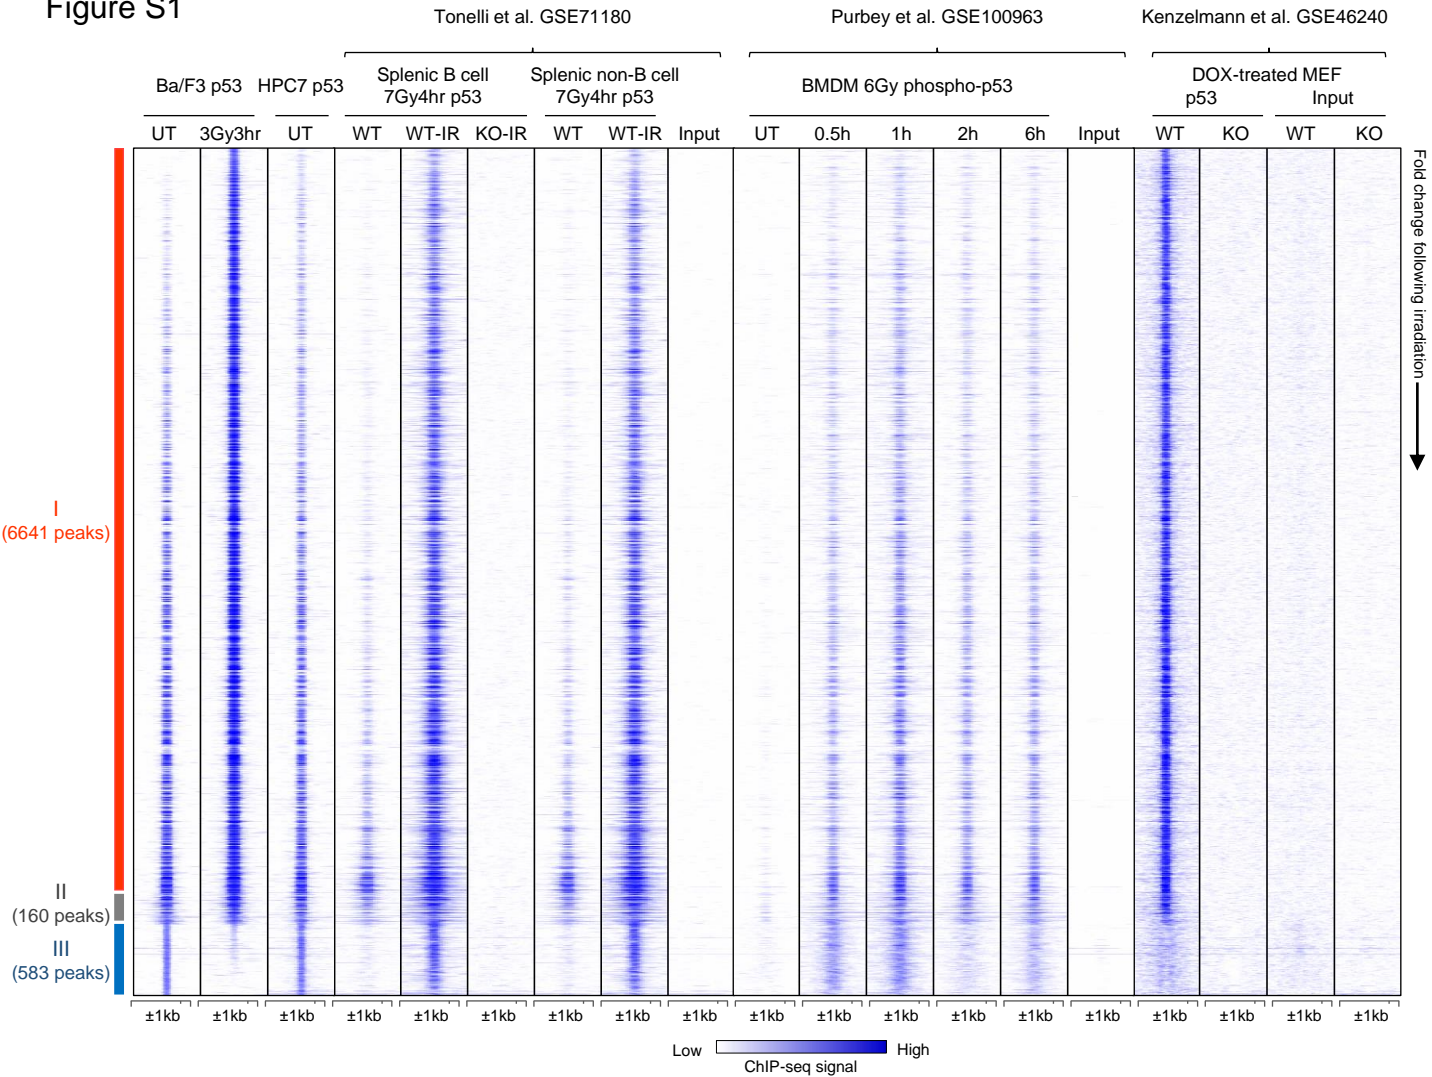

**Figure S2. Further analyses of the p53 and H3K27ac ChIP-Seq data from hematopoietic progenitor cells.** (Related to Figure 2A).

(A-B) Histograms display changes in p53 (A) and histone H3K27ac (B) ChIP-Seq binding intensities around Group I-III p53 DNA-binding peaks in Ba/F3 hematopoietic progenitor cells with and without irradiation (3 hours, 3 Gy). (C) Results of the *de novo* motif finding analyses at Group I-III p53 DNA-binding peaks; top 2 motifs for each p53 peak group are displayed. The analysis searched for over-represented motifs within  $\pm 100$  bp to the p53 peak centers. (D) Pipeline used to identify novel p53-target genes within our RNA/ChIP-seq datasets. We screened our list of 131 p53 target genes against the list of known p53 signaling pathway genes identified by KEGG pathway mmu04115 <sup>38</sup>, and against lists of p53-target genes from 14 previous RNA/ChIP-seq studies conducted in other cell types and reviewed by Fischer M. *et al.* <sup>4</sup>. Additionally, we performed an automated search of PubMed for publications that include the name of each of the putative p53-target genes from our datasets together with the term “p53” in the title or in the abstract of the article. Based on these criteria, we identified 38 potentially novel p53-target genes. We further focussed our analyses on the genes encoding “druggable” proteins, by searching for the available pharmacological agents for each gene/protein using the DGIdb database <sup>39</sup>.

Figure S2

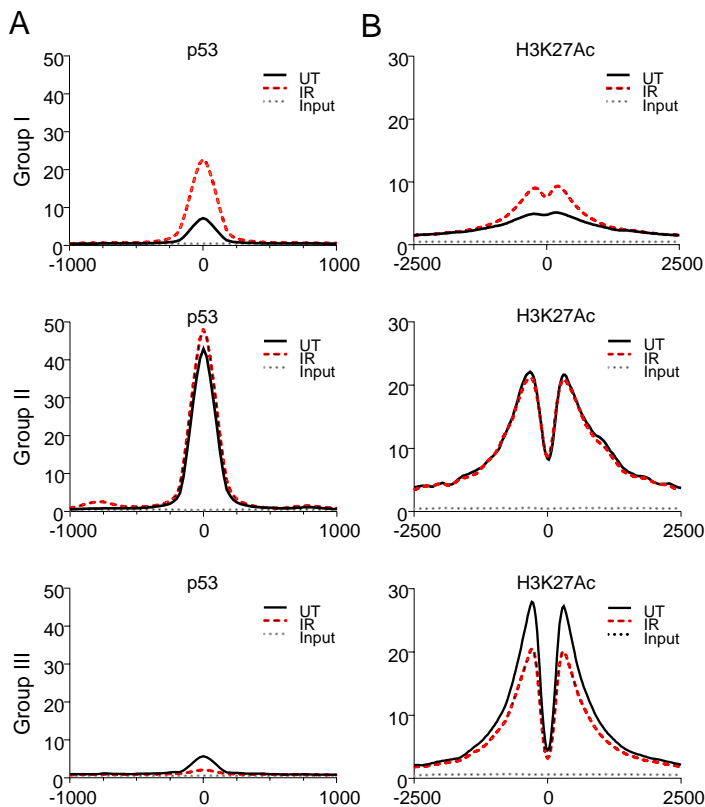

**C**

| Group | Motif | Name   | Adj. q-value | % Peaks with motif<br>(%background with motif) |
|-------|-------|--------|--------------|------------------------------------------------|
| I     |       | p53    | $10^{-4141}$ | 59% (2.9%)                                     |
|       |       | PRDM14 | $10^{-2084}$ | 12% (0.01%)                                    |
| II    |       | p53    | $10^{-64}$   | 47% (3.4%)                                     |
|       |       | Sp1    | $10^{-34}$   | 47% (9.1%)                                     |
| III   |       | Sp1    | $10^{-168}$  | 71% (20%)                                      |
|       |       | NRF1   | $10^{-86}$   | 35% (6.7%)                                     |

**D**

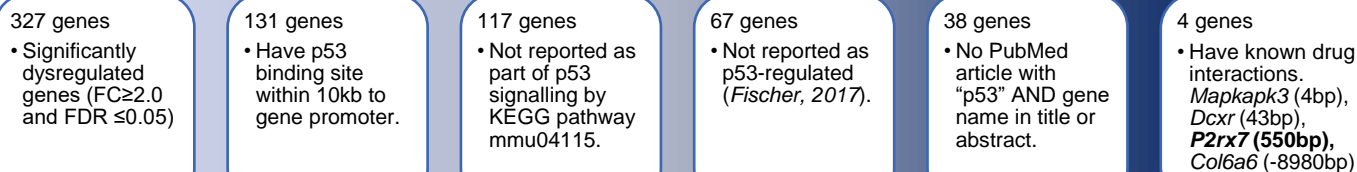

**Figure S3. P2X7 expression on HSCs and hematopoietic progenitor cells.** (Related to Figures 5D-E).

Mice of WT and p53KO genotypes were analyzed by flow cytometry, with and without whole body irradiation (3 Gy, 6 hours), using P2X7-KO mouse as a negative control. **(A)** Representative flow cytometry histograms of P2X7 expression on long term HSCs (LT-HSCs, gated as Lin<sup>-</sup>cKit<sup>+</sup>Sca1<sup>+</sup>CD150<sup>+</sup>CD48<sup>-</sup>CD34<sup>-</sup>Flt3<sup>-</sup>); pre-MkE progenitors (gated as Lin<sup>-</sup>cKit<sup>+</sup>Sca1<sup>-</sup>CD41<sup>-</sup>CD16/32<sup>-</sup>CD150<sup>+</sup>CD105<sup>-</sup>); and CFU-E progenitors (gated as Lin<sup>-</sup>cKit<sup>+</sup>Sca1<sup>-</sup>CD41<sup>-</sup>CD16/32<sup>-</sup>CD150<sup>-</sup>CD105<sup>+</sup>). **(B)** Quantification of P2X7 expression, with the mean fluorescence intensity of P2X7 staining plotted for each cell population. Data is from 3-4 mice per genotype per condition, consolidated from 2-3 independent experiments. Bars represent means and standard errors on the mean (SEM); statistical analysis by ANOVA followed by Sidak's multiple comparison post-hoc test to compare WT versus WT-IR and p53KO versus p53KO-IR datasets; \* p<0.05, \*\* p<0.01, or ns - not significant. Cells are gated as: Lin<sup>-</sup>cKit<sup>+</sup>Sca1<sup>-</sup> followed by CD34<sup>+</sup>CD16/32<sup>-</sup> for the common myeloid progenitor (CMP), CD34<sup>+</sup>CD16/32<sup>+</sup> for the granulocyte monocyte progenitor (GMP), and CD41<sup>+</sup>CD150<sup>+</sup>CD16/32<sup>-</sup> for the megakaryocyte progenitor (MkP). Complementary data for other HSPC cell populations is presented in Figure 5D-E.

Figure S3

A

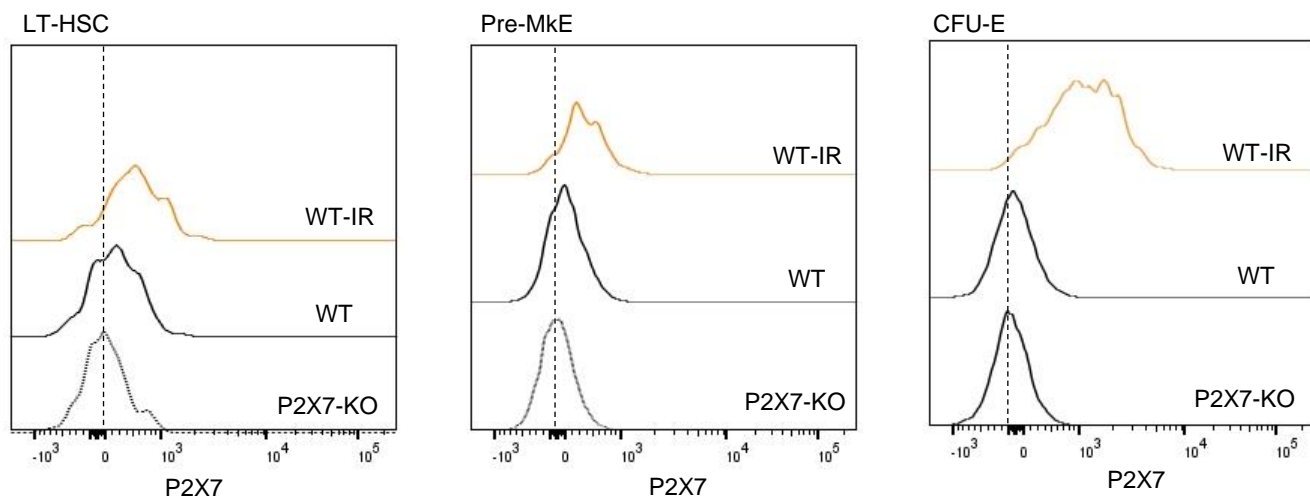

B

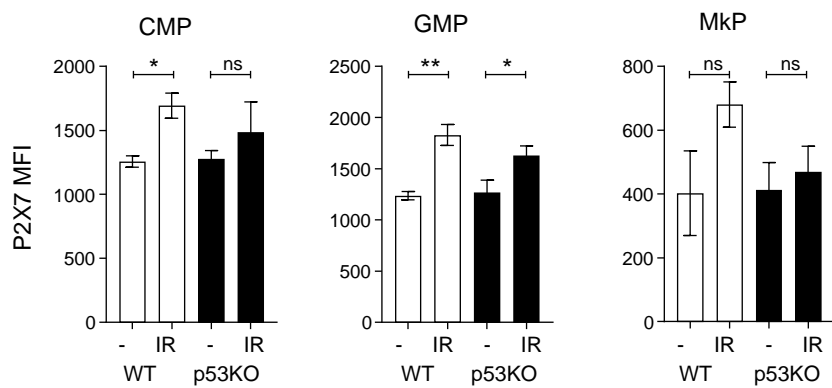

**Figure S4. Analysis of hematopoietic stem and progenitor cell numbers in the bone marrow of P2X7-knockout (KO) and wild type control (WT) mice.** Data is from two independent experiments with 3-4 mice analyzed per genotype per experiment. Samples were analyzed by flow cytometry, and each cell population is presented as a percentage of live bone marrow cells and as an absolute cell number per one tibia and femur. Bars represent means and standard errors on the mean (SEM); statistical analyses by Student's *t*-test, \*  $p < 0.05$ , \*\* $p < 0.01$ , or not significant if not indicated. **(A-C)** Analysis of HSC, multipotent progenitor (MPP), and lineage primed progenitor cells, with quantification presented in bar charts in (A-B) and gating strategies and representative flow cytometry plots in (C), showing the average cell frequency within each gate as mean  $\pm$  SD. Cells are gated as: Lin<sup>-</sup>cKit<sup>+</sup>Sca1<sup>+</sup> for LSK, followed by CD150<sup>+</sup>CD48<sup>-</sup>CD34<sup>-</sup>Flt3<sup>-</sup> for LT-HSCs, CD150<sup>+</sup>CD48<sup>-</sup>CD34<sup>+</sup>Flt3<sup>-</sup> for MPP1, CD150<sup>+</sup>CD48<sup>+</sup>CD34<sup>+</sup>Flt3<sup>-</sup> for MPP2, CD150<sup>-</sup>CD48<sup>+</sup>CD34<sup>+</sup>Flt3<sup>-</sup> for MPP3, and CD150<sup>-</sup>CD48<sup>+</sup>CD34<sup>+</sup>Flt3<sup>+</sup> for MPP4, or as Lin<sup>-</sup>cKit<sup>+</sup>Sca1<sup>-</sup> for LK, followed by CD34<sup>-</sup>CD16/32<sup>-</sup> for megakaryocyte erythroid progenitor (MEP), CD34<sup>+</sup>CD16/32<sup>-</sup> for common myeloid progenitor (CMP), and CD34<sup>+</sup>CD16/32<sup>+</sup> for granulocyte monocyte progenitor (GMP), and Lin<sup>-</sup>IL7R $\alpha$ <sup>+</sup>cKit<sup>lo</sup>Sca1<sup>lo</sup> for common lymphoid progenitor (CLP). **(D-E)** Further characterization of erythroid and megakaryocyte progenitors; cells are gated as LK followed by CD41<sup>-</sup>CD16/32<sup>-</sup>CD150<sup>+</sup>CD105<sup>-</sup> for pre-megakaryocyte-erythroid progenitor (pre-MkE), CD41<sup>-</sup>CD16/32<sup>-</sup>CD150<sup>+</sup>CD105<sup>+</sup> for pre-CFU-E erythroid progenitor, CD41<sup>-</sup>CD16/32<sup>-</sup>CD150<sup>-</sup>CD105<sup>+</sup> for CFU-E erythroid progenitor, and CD150<sup>+</sup>CD41<sup>+</sup> for megakaryocyte progenitor (MkP).

Figure S4

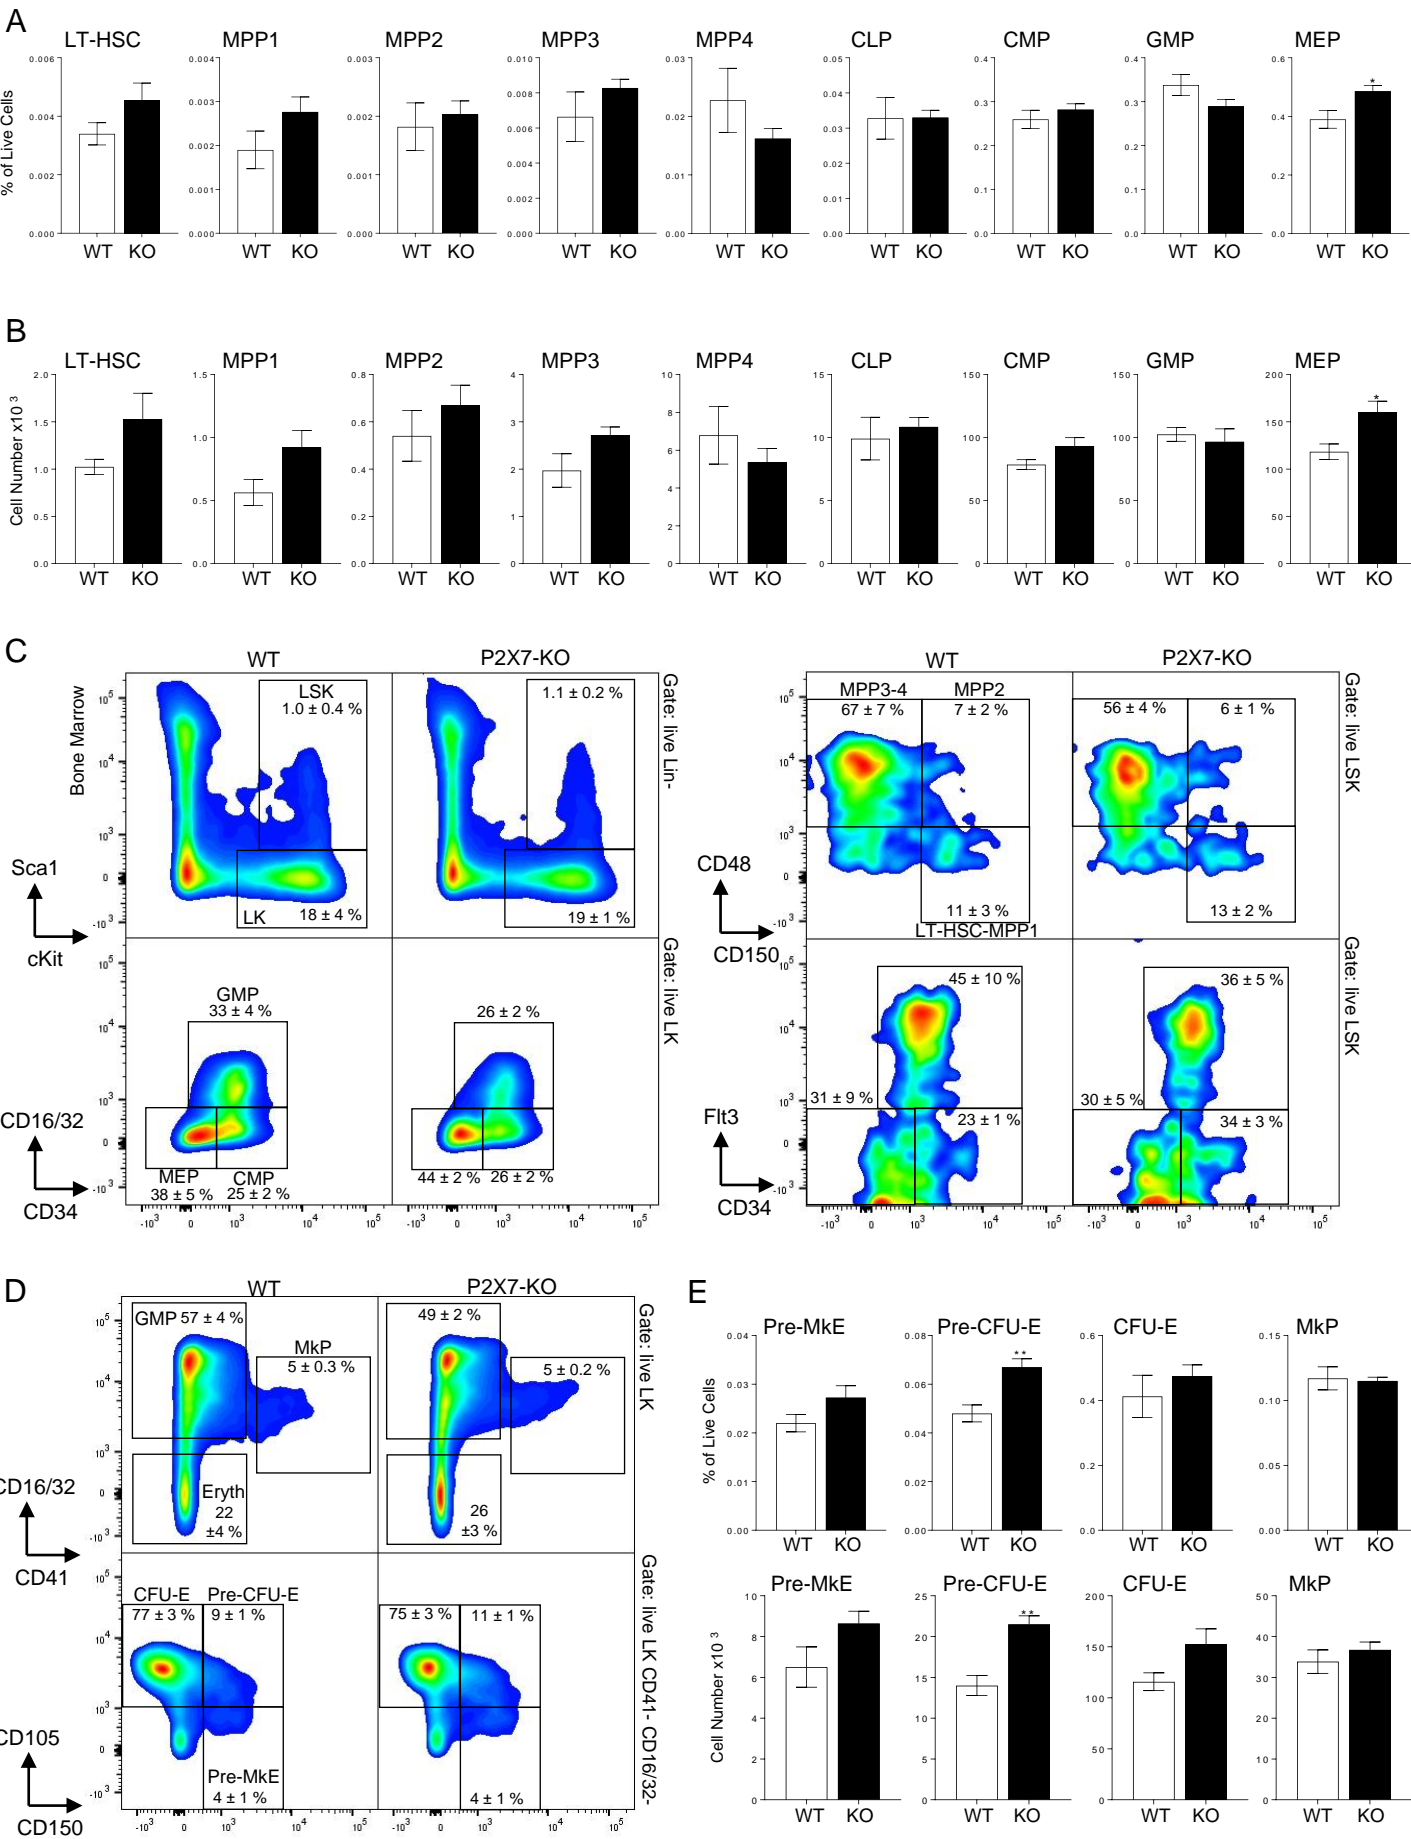

**Figure S5. Analysis of B cell lineage development in the bone marrow of P2X7-knockout (KO) and wild type control (WT) mice.** Data is from two independent experiments with 3-4 mice analyzed per genotype per experiment. **(A-B)** Representative flow cytometry plots and gating strategies, with the average cell frequency in each gate presented as mean  $\pm$  SD. Cells are gated as B220<sup>+</sup> for the total B cell lineage cells, and IgM<sup>-</sup>CD19<sup>-</sup>CD43<sup>+</sup> for pre-pro-B cells, IgM<sup>-</sup>CD19<sup>+</sup>CD43<sup>+</sup> for pro-B cells, IgM<sup>-</sup>CD19<sup>+</sup>CD43<sup>-</sup> for pre-B cells, IgM<sup>+</sup>IgD<sup>-</sup> for immature B cells, and IgM<sup>+</sup>IgD<sup>+</sup> for mature B cells. **(C-F)** Cell quantification presented in bar charts, with each cell population shown as a percentage of live bone marrow cells and as an absolute cell number per one tibia and femur. Bars represent means  $\pm$  SEM; statistical analysis by Student's *t*-test, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$  or not significant if not indicated.

Figure S5

A

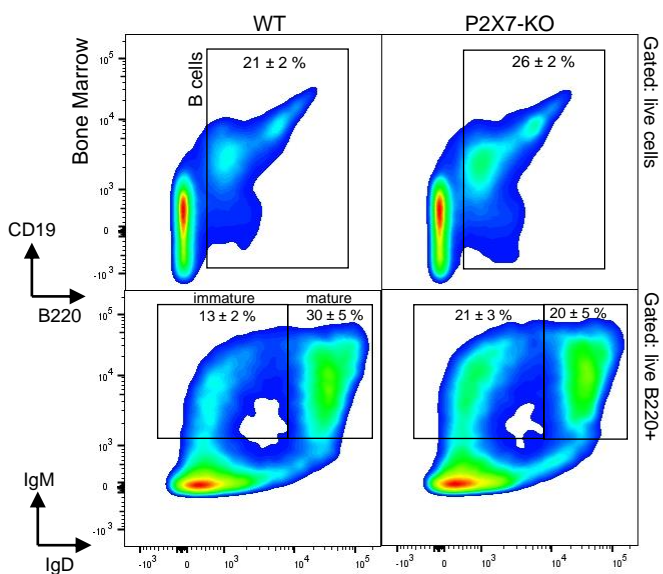

B

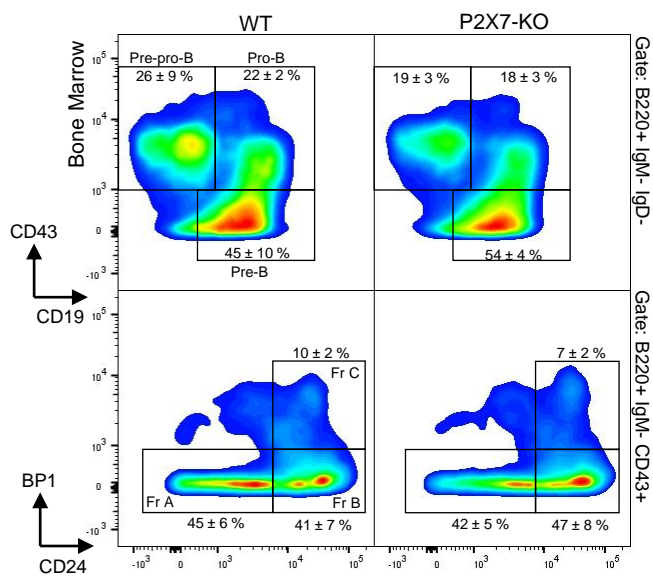

C

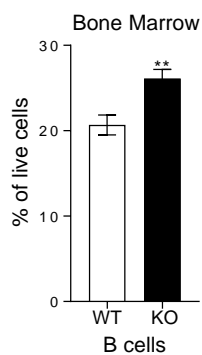

D

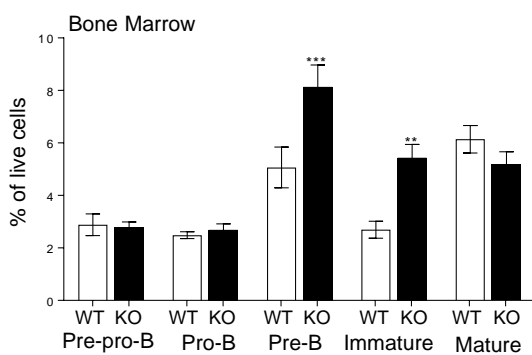

E

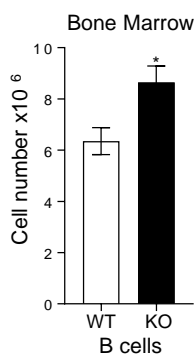

F

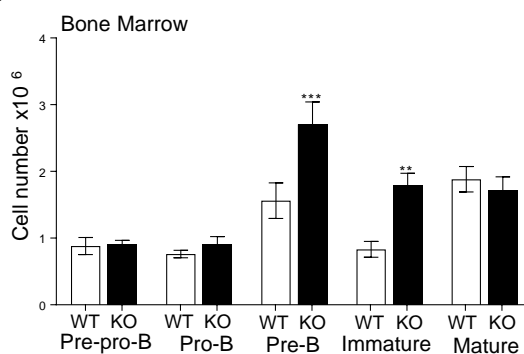

**Figure S6. B cell characterization in the spleen of P2X7-knockout (KO) and wild type control (WT) mice.** Data is from one experiment with 4-5 mice analyzed per genotype. **(A-D)** Cell quantification presented in bar charts, with each cell population shown as a percentage of live splenocytes and as an absolute cell number per spleen organ. Bars represent means  $\pm$  SEM; statistical analysis by Student's *t*-test, not significant if not indicated. **(E)** Representative flow cytometry plots and gating strategies, with the average cell frequency in each gate presented as mean  $\pm$  SD. Cells are gated as B220<sup>+</sup> for the total B cell lineage cells, and CD21<sup>-</sup>CD23<sup>-</sup> for transitional B cells, CD21<sup>+</sup>CD23<sup>+</sup> for follicular B cells, and CD21<sup>hi</sup>CD23<sup>lo</sup> for marginal zone B cells.

Figure S6

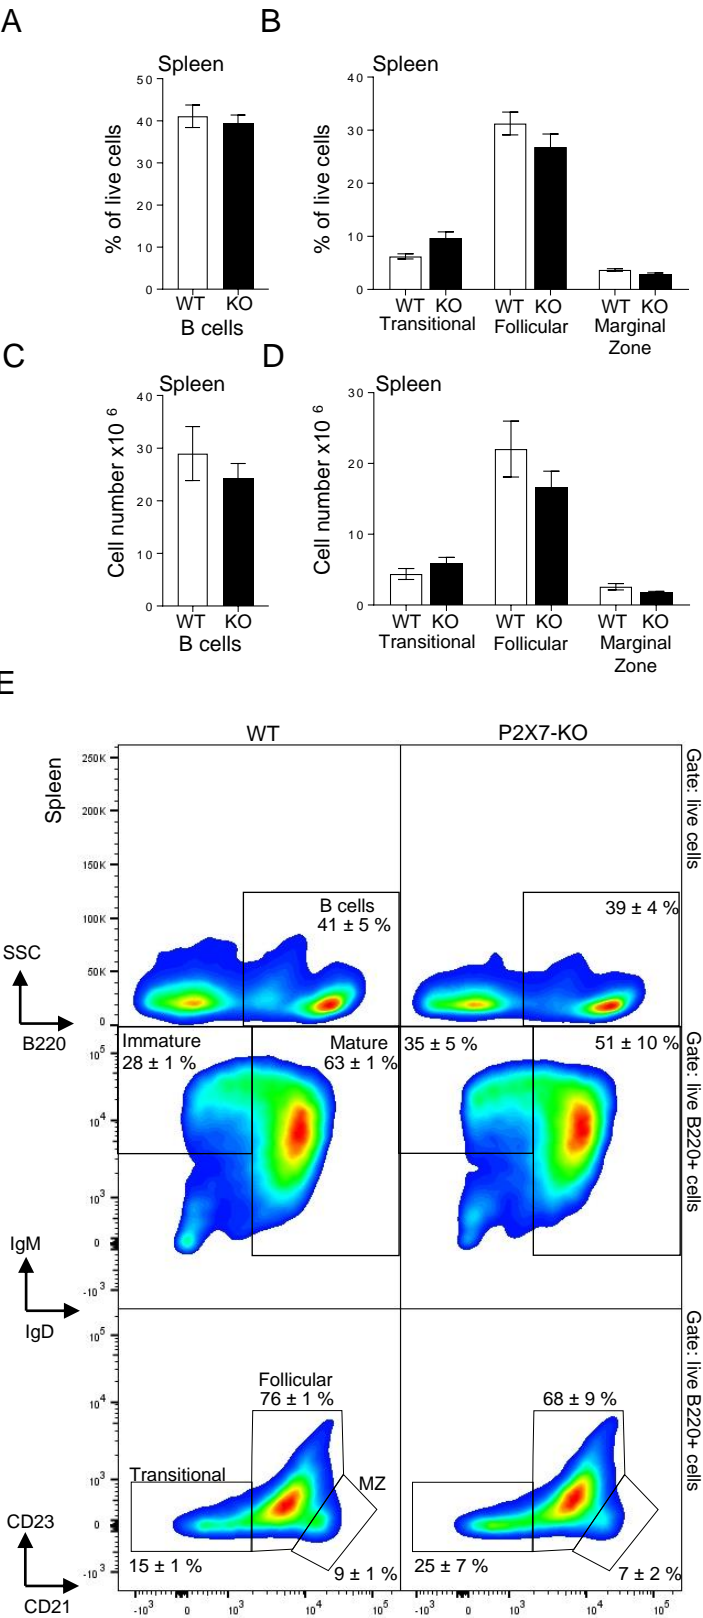

**Figure S7. Characterization of thymic T cell development and splenic T cell populations in P2X7-knockout (KO) and wild type control (WT) mice.** Data is from one experiment with 4-5 mice analyzed per genotype. **(A-D)** Cell quantification presented in bar charts, with each cell population shown as a percentage of live thymocytes or splenocytes, and as an absolute cell number per thymus or spleen organ. Bars represent means  $\pm$  SEM; statistical analyses by Student's *t*-test, not significant if not indicated. **(E-F)** Representative flow cytometry plots and gating strategies, analyzing thymic T cell development and T cell frequencies and activation states in the spleen; the average cell frequency in each gate is presented as mean  $\pm$  SD. Cells are gated as CD4<sup>-</sup>CD8<sup>-</sup> for double negative (DN) thymocytes, CD4<sup>+</sup>CD8<sup>+</sup> for double positive (DP) thymocytes, CD4<sup>+</sup>CD8<sup>-</sup> and CD4<sup>-</sup>CD8<sup>+</sup> for single-positive thymocytes; CD3<sup>+</sup>CD4<sup>+</sup>CD8<sup>-</sup> and CD3<sup>+</sup>CD4<sup>-</sup>CD8<sup>+</sup> for the helper and cytotoxic T cells in the spleen; and CD3<sup>-</sup> NK1.1<sup>+</sup> for splenic NK cells; CD44 and CD62L markers are used to analyze the activation status of T cells.

Figure S7

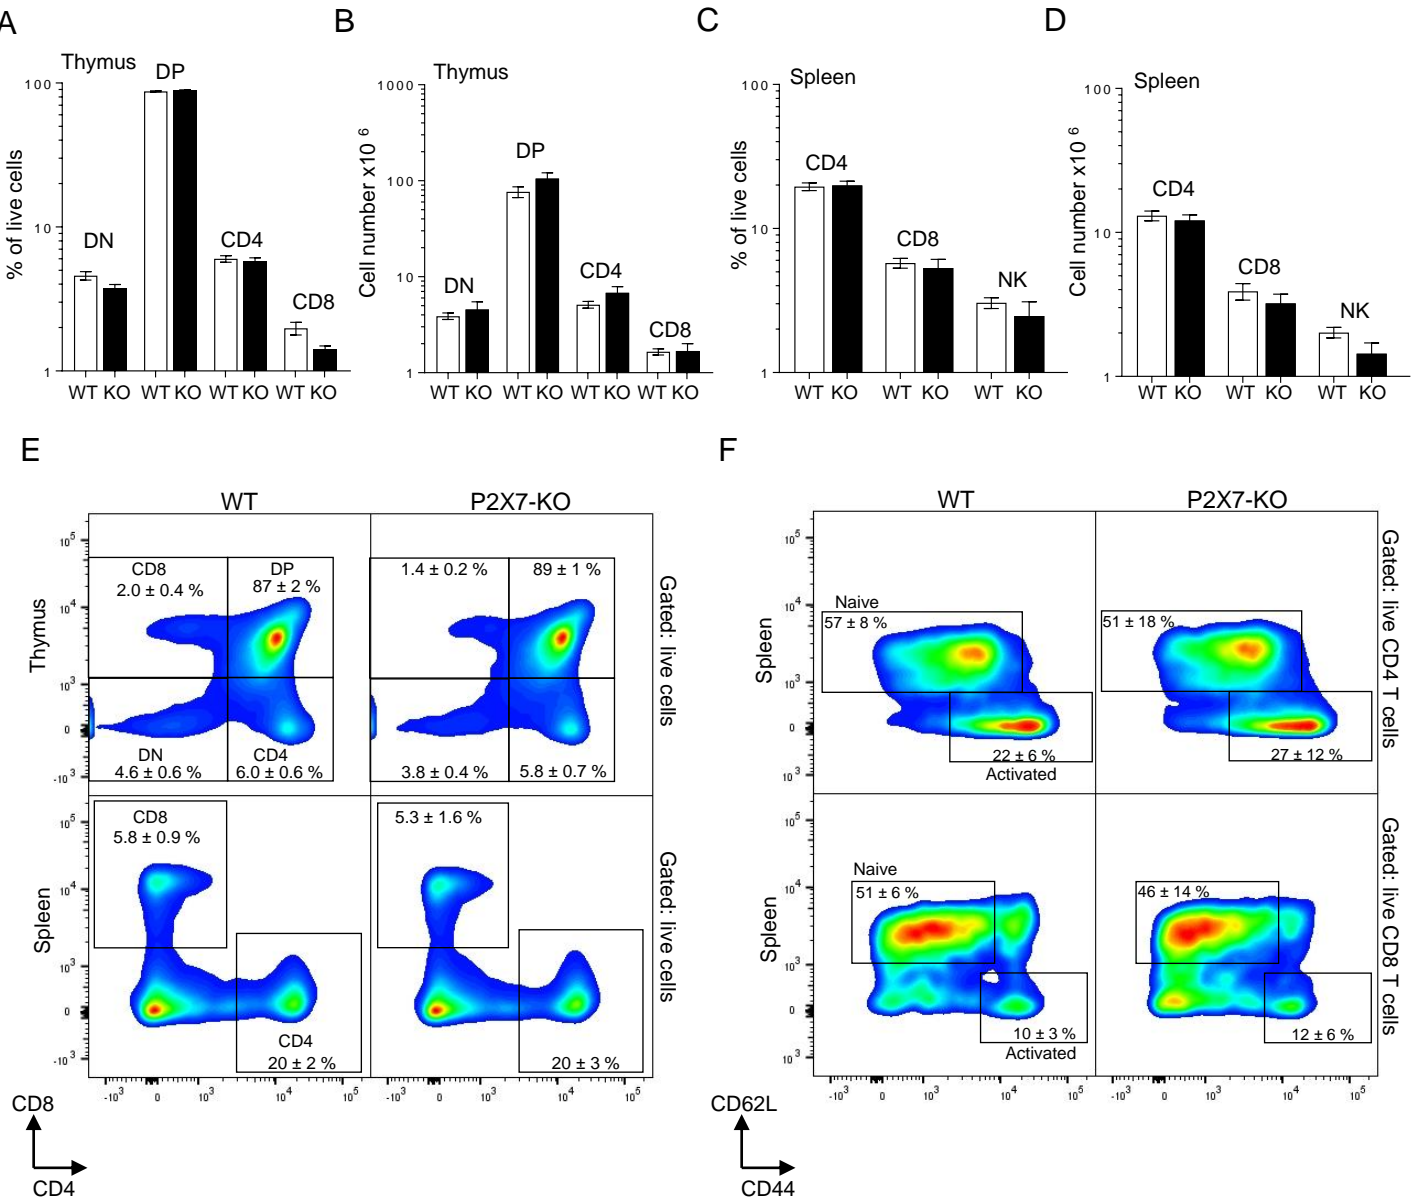

**Figure S8. Characterization of myeloid cell numbers in the bone marrow and spleen of P2X7-knockout (KO) and wild type control (WT) mice.** Data is from one experiments with 4-5 mice analyzed per genotype. **(A)** Cell quantification presented in bar charts, with the CD11b<sup>+</sup> myeloid cell population shown as a percentage of live cells within the tissue, and as an absolute cell number. Bars represent means  $\pm$  SEM; statistical analysis by Student's *t*-test, not significant if not indicated; bone marrow quantification is per one tibia and femur. **(B)** Representative flow cytometry plots and gating; the average cell frequency in the CD11b<sup>+</sup> myeloid cell gate is presented as mean  $\pm$  SD.

Figure S8

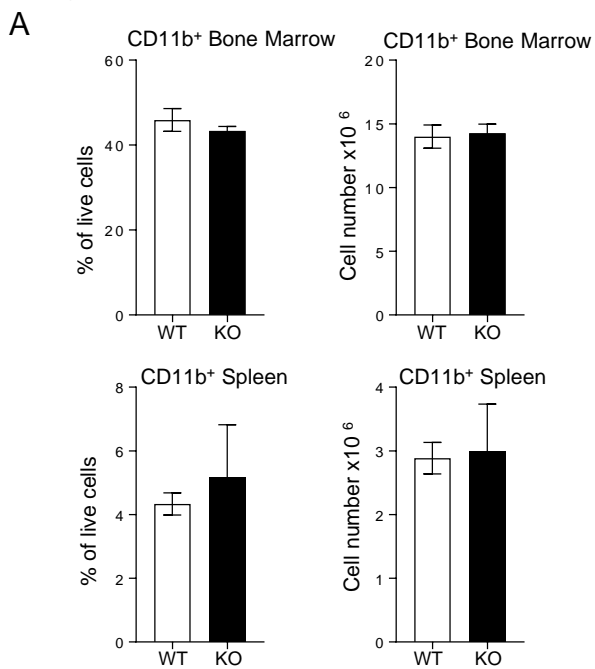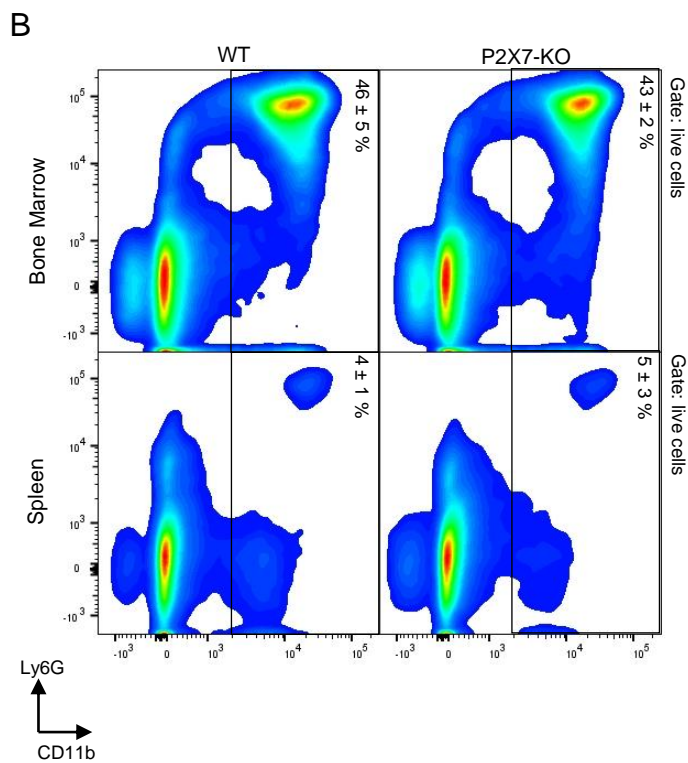

**Figure S9. Hematology analysis of P2X7-KO and WT mice.** Data is from 5 mice per genotype; bars represent means  $\pm$  SEM; statistical analysis by Student's *t*-test, not significant if not indicated. **(A)** Red blood cell (RBC), platelet, and white blood cell (WBC) counts. **(B)** Neutrophil and lymphocyte counts. **(C)** Characterization of erythroid phenotype including hemoglobin concentration, hematocrit, mean corpuscular volume (MCV), mean corpuscular hemoglobin (MCH), mean corpuscular hemoglobin concentration (MCHC), and the percentage of reticulocytes.

Figure S9

A

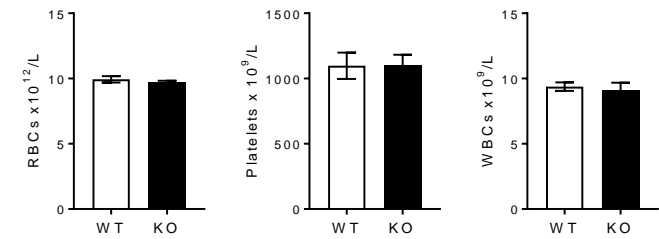

B

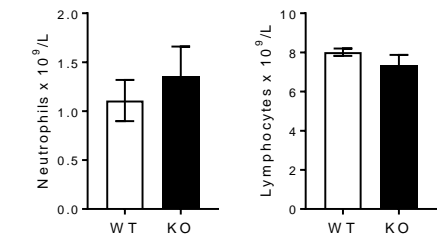

C

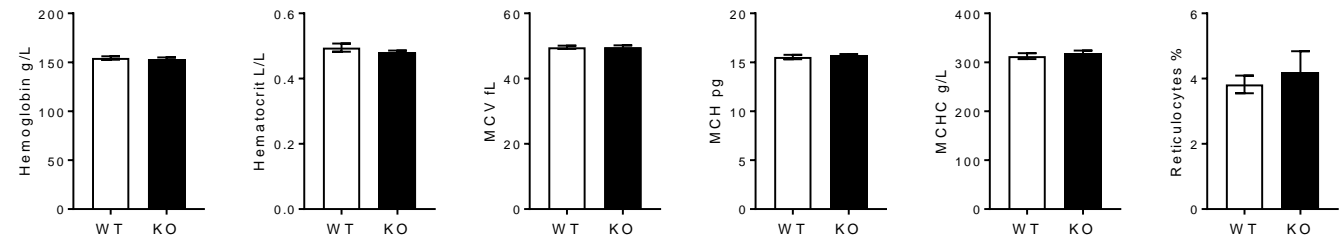

**Figure S10. Analysis of P2X7-KO hematopoietic stem cell function in a competitive bone marrow transplantation model.**

Bone marrow from P2X7-KO or control WT mice was mixed with CD45.1-marked competitor bone marrow in a 1:1 ratio, and reconstituted into two independent groups of wild type B6-SJL lethality irradiated recipients. The recipients were analyzed for the relative contribution of CD45.2<sup>+</sup> P2X7-KO and WT donor cells to the different hematopoietic cell populations in the bone marrow and spleen. Data is from 3-5 mice per group; bars represent means and standard errors on the mean (SEM); statistical analysis by Student's *t*-test; not significant if significance is not indicated. **(A)** Schematic representation of the mouse to mouse competitive bone marrow transplantation study. **(B)** Analysis of HSCs, MPPs and **(C)** lineage primed progenitor cells. HSC-MPP cells are gated as: Lin<sup>-</sup>cKit<sup>+</sup>Sca1<sup>+</sup> followed by CD150<sup>+</sup>CD48<sup>-</sup>CD34<sup>-</sup>Flt3<sup>-</sup> for LT-HSCs, CD150<sup>+</sup>CD48<sup>-</sup>CD34<sup>+</sup>Flt3<sup>-</sup> for MPP1, CD150<sup>+</sup>CD48<sup>+</sup>CD34<sup>+</sup>Flt3<sup>-</sup> for MPP2, CD150<sup>-</sup>CD48<sup>+</sup>CD34<sup>+</sup>Flt3<sup>-</sup> for MPP3, and CD150<sup>-</sup>CD48<sup>+</sup>CD34<sup>+</sup>Flt3<sup>+</sup> for MPP4. Other progenitors are gated as Lin<sup>-</sup>cKit<sup>+</sup>Sca1<sup>-</sup>, followed by CD150<sup>+</sup>CD41<sup>+</sup> for megakaryocyte progenitors (MkP), CD34<sup>-</sup>CD16/32<sup>-</sup> for megakaryocyte erythroid progenitors (MEP), CD34<sup>+</sup>CD16/32<sup>-</sup> for common myeloid progenitors (CMP), CD34<sup>+</sup>CD16/32<sup>+</sup> for granulocyte monocyte progenitors (GMP), and Lin<sup>-</sup>IL7Rα<sup>+</sup>cKit<sup>lo</sup>Sca1<sup>lo</sup> for common lymphoid progenitors (CLP). **(D-E)** Analysis of lymphoid and myeloid cells, gated as B220<sup>+</sup> for B cells, CD3<sup>+</sup>CD4<sup>+</sup> and CD3<sup>+</sup>CD8<sup>+</sup> for T cells, CD3<sup>-</sup>NK1.1<sup>+</sup> for NK cells, CD11b<sup>+</sup>Ly6G<sup>-</sup>Ly6C<sup>+</sup> for monocytes, CD11b<sup>+</sup>Ly6C<sup>-</sup>Ly6G<sup>+</sup> for neutrophils, and CD71<sup>+</sup> for bone marrow erythroid precursor cells.

Figure S10

A

DONOR MICE

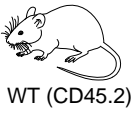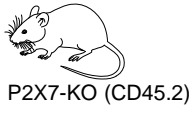

Competing Donor  
B6-SJL (CD45.1)

Bone Marrow Harvest  
1:1 mix of donor and  
competitor bone marrow

RECIPIENT MICE

9Gy

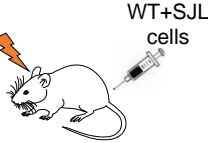

Recipient Group #1

9Gy

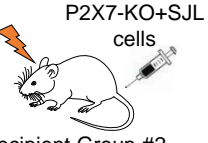

Recipient Group #2

+ 30 weeks

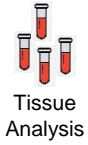

Tissue  
Analysis

B

LT-HSC

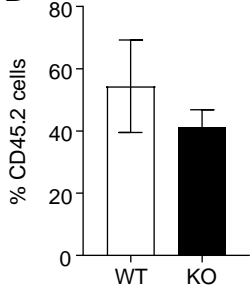

MPP1

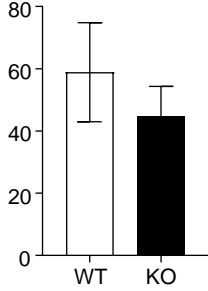

MPP2

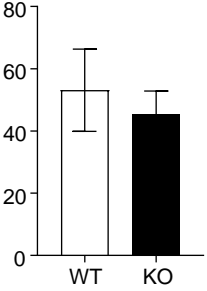

MPP3

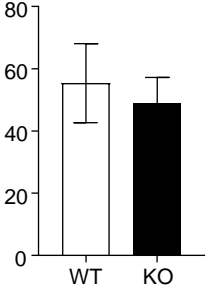

MPP4

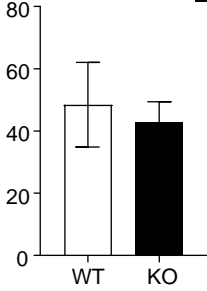

C

MkP

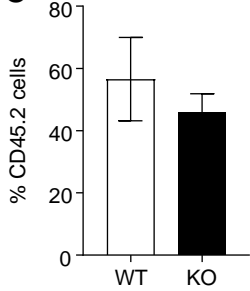

CMP

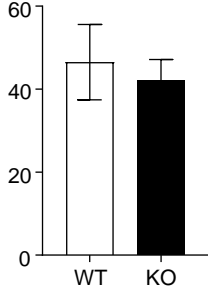

MEP

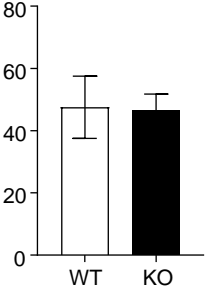

GMP

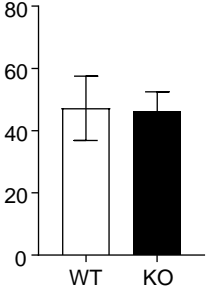

CLP

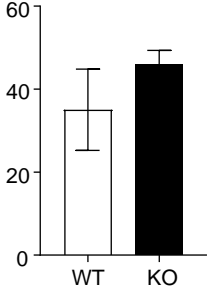

D

B cells  
Bone Marrow

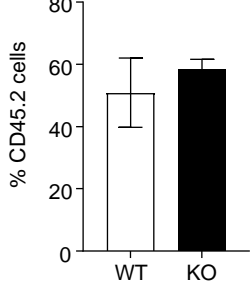

B cells  
Spleen

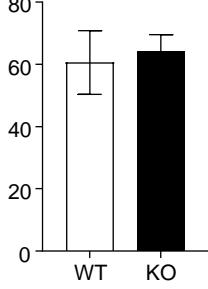

CD4 T cells  
Spleen

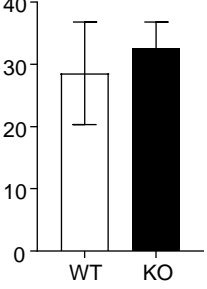

CD8 T cells  
Spleen

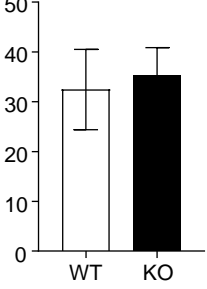

NK cells  
Spleen

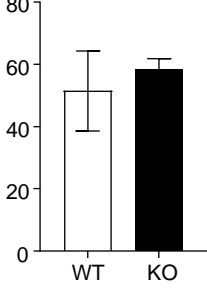

E

Monocytes  
Bone Marrow

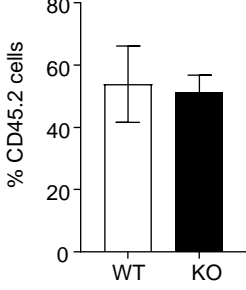

Neutrophils  
Bone Marrow

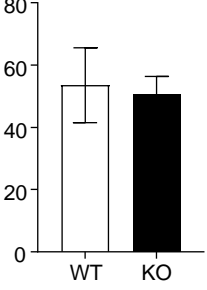

CD71+ Erythroid  
Bone Marrow

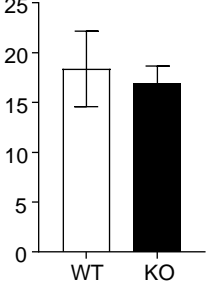

□ WT  
■ P2X7-KO

**Figure S11. Assessing the role of P2X7 in the long-term HSC response and resistance to sub-lethal irradiation, using a competitive bone marrow transplantation model.** (Related to Figure 7B).

Representative flow cytometry density plots showing the relative contribution of WT and P2X7-KO CD45.2<sup>+</sup> cells, in direct competition with CD45.1<sup>+</sup> B6-SJL cells, in the bone marrow transplantation model illustrated in Figure 7A. Briefly, bone marrow from P2X7-KO or WT mice was mixed with CD45.1-marked competitor bone marrow in a 1:1 ratio, and reconstituted into two independent groups of lethality irradiated recipients. After full reconstitution, the recipient mice were subjected to a sub-lethal irradiation at 3.5Gy, allowed to recover over a 30 week period, and subsequently analyzed by flow cytometry, measuring the frequency of CD45.2<sup>+</sup> and CD45.1<sup>+</sup> cells within each cell population, with 3-5 mice analyzed per group. The presented plots are for LT-HSCs, gated as Lin<sup>-</sup>cKit<sup>+</sup>Sca1<sup>+</sup> followed by CD150<sup>+</sup>CD48<sup>-</sup>CD34<sup>-</sup>Flt3<sup>-</sup> cells. Bone marrow of control CD45.2<sup>+</sup> B6 and CD45.1<sup>+</sup> B6-SJL mice is analyzed in the top panel, and representative chimeric mice are analyzed at the bottom. The average cell frequency within each gate for all experimental mice in the group is presented as mean  $\pm$  SD.

Figure S11

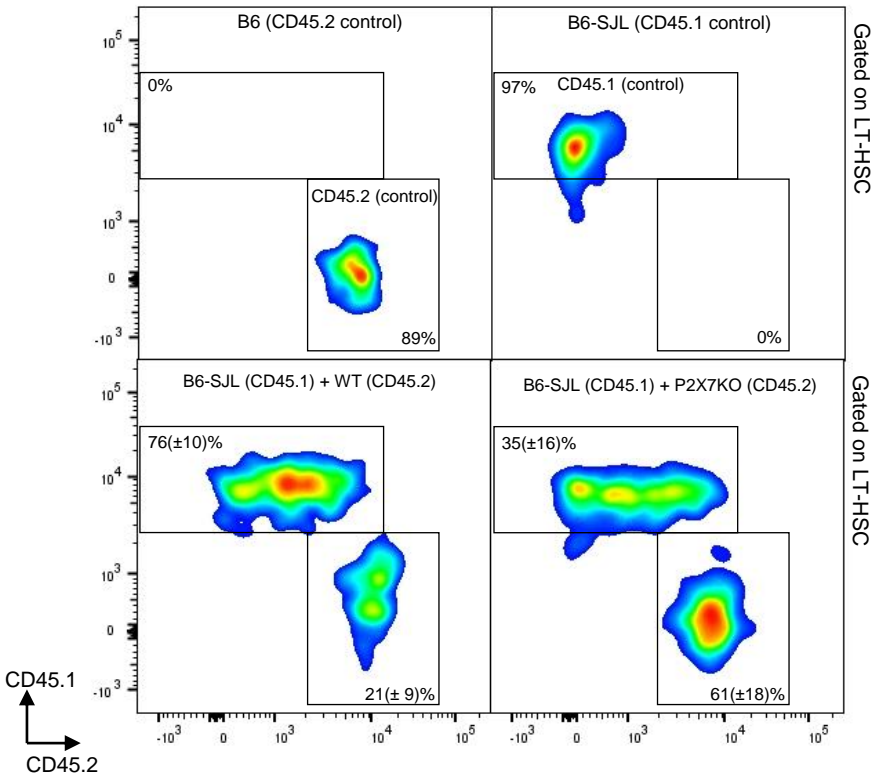

## SUPPLEMENTAL DATA TABLES (LEGENDS)

*Data tables S1-S3 are attached as separate files in Excel format.*

**Table S1. RNA-Seq transcriptional analyses of the response of wild type (WT) and p53-knockout (p53KO) murine HSPCs to whole body irradiation (IR).** (Related to Figures 1, 3).

(A) List of genes differentially expressed in WT-IR or p53KO-IR relative to control WT HSPCs, at fold change (FC)  $\geq 2.0$  and false discovery rate (FDR)  $\leq 0.05$ ; related to Figure 1C. Information provided for each gene includes: gene cluster and heatmap row number (Figure 1C), gene name, fold change, false discovery rate (FDR), and normalized counts per million. (B) Full list of genes expressed in HSPCs from WT and p53KO mice, with and without whole body irradiation; the same information as in (A) is provided for each gene. (C) Gene ontology enrichment analyses showing select enriched biological process (BP) terms for each cluster of differentially expressed genes from Figures 1C-D. (D) Normalized enrichment scores (NES) of 4,436 pre-established biological processes expression signatures used in the gene set enrichment analysis (GSEA) and depicted in Figure 1E and Figure 3. In each column, positive values indicate upregulation and negative values indicate downregulation in the comparisons.

**Table S2. p53 ChIP-Seq from hematopoietic progenitor cells.** (Related to Figures 2 and S1-2).

(A) List of p53 DNA binding peaks identified in the hematopoietic progenitor cell line Ba/F3. Information provided for each p53 binding peak includes: row number on heatmap in Figure 2A, peak group in Figure 2A, peak genomic location, normalized read intensities  $\pm 100$ bp around the peak summit, distance to the nearest gene transcription start site (TSS), the identity of the nearest gene, whether the nearest gene is part of the GO pathways "regulation of myeloid cell differentiation", "IL-4 section" or "erythrocyte homeostasis", and whether this p53 binding peak is also identified in HPC7 cells or other published datasets from splenic B cells (7-Gy, 4hours, GSE71180)<sup>29-30</sup>, bone marrow derived macrophages (BMDM, 6-Gy, GSE100963)<sup>31</sup>, and mouse embryonic fibroblasts (MEFs, DOX treatment, GSE46240)<sup>5</sup>. (B) Spearman rank correlations between all pairwise comparisons for our p53 ChIP-Seq data with other published p53 or phospho-p53 ChIP-Seq datasets. Spearman correlations were calculated using the normalized tag densities ( $\pm 100$ bp around peak summit) across the entire group of binding sites identified from all ChIP-Seq experiments. The p53 ChIP-Seq from Ba/F3 and HPC7 cells represent our datasets. The others are public datasets, downloaded and re-analyzed using our pipeline. These include: the p53 ChIP-Seq from splenic B and non-B cells (7-Gy, 4hours, GSE71180)<sup>29-30</sup>, the phospho-p53 ChIP-Seq from bone marrow derived macrophages (BMDM, 6-Gy, GSE100963)<sup>31</sup>, and the p53 ChIP-Seq from mouse embryonic fibroblasts (DOX-treatment, GSE46240)<sup>5</sup>; all datasets are from mouse. (C) Gene Ontology analysis of the genes nearest to each p53 DNA-binding peak, performed using the GREAT website (<http://great.stanford.edu/>) with basal plus extension option and searching for genes 2kb upstream, 2kb downstream, and 200kb in distal to each p53 peak. The  $-\log_{10}(\text{binomial FDR})$  values are listed for each GO term; (related to Figure 2B). (D) Summary of RNA-Seq and

ChIP-Seq information for the genes encoding key regulators of HSC biology and hematopoiesis that have a p53 binding peak within 200kb to their gene TSS.

**Table S3. Consolidation of the RNA-Seq and ChIP-Seq datasets characterizing the role of p53 in the transcriptional response of HSPCs to irradiation.** (Related to Figures 2C-D).

(A) List of the putative p53-regulated genes, identified as RNA-Seq transcriptionally dysregulated genes within 10kb to a p53 binding peak. Information provided includes: gene name, information for the nearest p53 DNA binding peak from the ChIP-Seq data, gene dysregulation status from the RNA-Seq data, results of PubMed database search for publications that include the gene name together with the term “p53” in the title or in the abstract of the article, additional database searches for the characterization of the gene as a p53-target gene in KEGG pathway mmu04115<sup>38</sup> and in 14 previous p53 ChIP/RNA-seq studies reviewed by Fischer M. et al.<sup>4</sup>, and the detailed gene expression information and normalized CPMs for the genes. (B) List of 38 novel p53-target genes identified in our study, including the same information for each gene, as provided in (A). (C) Gene ontology enrichment analyses showing the enriched biological process (BP) terms for transcriptionally dysregulated genes that have p53 binding peaks within 10kb; related to Figure 2D. (D) Search result for gene-drug interactions using DGIdb (<https://www.dgldb.org/>)<sup>39</sup>. The gene names, drug names, and PubMed IDs of the reports are shown.

## SUPPLEMENTAL METHODS TABLES S4-6

**Table S4. ChIP-qPCR Primer Sequences.**

| Target Region                                                                       | Forward Sequence         | Reverse Sequence         |
|-------------------------------------------------------------------------------------|--------------------------|--------------------------|
| <i>Pomc</i><br>251bp upstream of TSS<br>(chr12:3,954,598-3,954,700)                 | aggcagatggacgcacataggtaa | tccacttagaactggacagaggct |
| <i>P2rx7</i><br>621bp downstream of TSS<br>(chr5:123,094,541-123,094,626)           | cccttggtgggctctgaatta    | aggacctccaagatgctcta     |
| <i>Bbc3/PUMA</i><br>222bp upstream of TSS<br>(chr7:16,894,582-16,894,710)           | tggtctgactttgtgtccct     | gcttgacacactgacacact     |
| <i>Cdkn1a/p21</i><br>507bp downstream of short TSS<br>(chr17:29,231,224-29,231,320) | ccaaagcgtgagaatgaagctc   | gctctgcgctaagctctagata   |

**Table S5. Flow cytometry antibodies and other reagents used for immunophenotyping.**

The following antibodies and reagents were used to acquire the data in Figures 5D-E and S3-S8.

| Target          | Fluorophore          | Catalogue Number | Supplier       |
|-----------------|----------------------|------------------|----------------|
| Apoptin         | FITC                 | 427401           | BioLegend      |
| B220            | Biotinylated         | 103204           | BioLegend      |
| B220            | APC-eFluor780        | 47-0452-82       | eBioscience    |
| BP1             | FITC                 | 11-5891-82       | eBioscience    |
| CD3             | Biotinylated         | 100304           | BioLegend      |
| CD11b           | Biotinylated         | 101204           | BioLegend      |
| CD16/32         | Brilliant UV 737     | 612783           | BD Biosciences |
| CD19            | PE-Cy7               | 115520           | BioLegend      |
| CD24            | eFluor450            | 48-0242-82       | eBioscience    |
| CD34            | FITC                 | 11-0341-85       | eBioscience    |
| CD41            | Brilliant UV 395     | 564056           | BD Biosciences |
| CD43            | Brilliant UV 395     | 740224           | BD Biosciences |
| CD48            | PerCP-Cy5.5          | 103422           | BioLegend      |
| CD71            | PE                   | 113807           | BioLegend      |
| CD105           | Pacific Blue         | 120411           | BioLegend      |
| CD150           | PE-Cy7               | 115914           | BioLegend      |
| cKit            | Brilliant Violet 650 | 135125           | BioLegend      |
| IgD             | PerCP-Cy5.5          | 405710           | BioLegend      |
| IgM             | PE                   | 406508           | BioLegend      |
| P2X7            | APC                  | 148705           | BioLegend      |
| Sca1            | APC-Cy7              | 108126           | BioLegend      |
| Streptavidin    | Brilliant Violet 785 | 405249           | BioLegend      |
| TER119          | Biotinylated         | 116204           | BioLegend      |
| TER119          | PerCP-Cy5.5          | 116227           | BioLegend      |
| Viability Stain | v506                 | 65-0866-18       | eBioscience    |

**Table S6. Flow cytometry antibodies and reagents used for bone marrow transplantation experiments.**

The following antibodies and reagents were used to acquire the data in Figures 7 and S10-S11.

| Target    | Fluorophore          | Catalogue Number | Supplier          |
|-----------|----------------------|------------------|-------------------|
| B220      | Biotinylated         | 103204           | BioLegend         |
| B220      | Brilliant Violet 650 | 103241           | BioLegend         |
| BP1       | FITC                 | 11-5891-82       | eBioscience       |
| CD3       | Biotinylated         | 100304           | BioLegend         |
| CD3       | APC                  | 100235           | BioLegend         |
| CD4       | Brilliant Violet 785 | 100552           | BioLegend         |
| CD8       | PerCP-Cy5.5          | 100734           | BioLegend         |
| CD11b     | Biotinylated         | 101204           | BioLegend         |
| CD11b     | eFluor450            | 48-0112-82       | eBioscience       |
| CD11c     | Brilliant Violet 785 | 117336           | BioLegend         |
| CD19      | PerCP-Cy5.5          | 115534           | BioLegend         |
| CD24      | eFluor450            | 48-0242-82       | eBioscience       |
| CD25      | PE                   | 12-0251-81       | eBioscience       |
| CD34      | Brilliant Violet 421 | 562608           | BD Biosciences    |
| CD34      | FITC                 | 11-0341-85       | eBioscience       |
| CD41      | Brilliant UV 395     | 564056           | BD Biosciences    |
| CD43      | Brilliant UV 395     | 740224           | BD Biosciences    |
| CD44      | APC                  | 17-0441-83       | eBioscience       |
| CD45.1    | Brilliant UV 737     | 612811           | BD Biosciences    |
| CD45.2    | PE-Cy7               | 109830           | BioLegend         |
| CD48      | PerCP-Cy5.5          | 103422           | BioLegend         |
| CD69      | FITC                 | 11-0691-85       | eBioscience       |
| CD71      | APC                  | 113819           | BioLegend         |
| CD105     | Pacific Blue         | 120411           | BioLegend         |
| CD150     | PE                   | 12-1502-82       | eBioscience       |
| CD150     | Brilliant Violet 421 | 115925           | BioLegend         |
| CD16/CD32 | FITC                 | 11-0161-85       | eBioscience       |
| cKit      | Brilliant Violet 650 | 135125           | BioLegend         |
| F4/80     | FITC                 | 35-4801-U100     | Tonbo Biosciences |
| Flt3      | PE                   | 12-1351-83       | eBioscience       |
| IL7Ra     | PE                   | 12-1271-83       | eBioscience       |
| IgM       | PE                   | 406508           | BioLegend         |
| IgD       | APC                  | 405714           | BioLegend         |
| IgD       | Pacific Blue         | 405712           | BioLegend         |

| Target          | Fluorophore          | Catalogue Number | Supplier          |
|-----------------|----------------------|------------------|-------------------|
| Ly6C            | PE                   | 128011           | BioLegend         |
| Ly6G            | PerCP-Cy5.5          | 65-1276-U100     | Tonbo Biosciences |
| MHCII           | Brilliant Violet 650 | 107641           | BioLegend         |
| NK1.1           | FITC                 | 108706           | BioLegend         |
| Sca1            | APC                  | 17-5981-83       | eBioscience       |
| Streptavidin    | PerCP-Cy5.5          | 405214           | BioLegend         |
| Streptavidin    | Brilliant Violet 785 | 405249           | BioLegend         |
| TER119          | Biotinylated         | 116204           | BioLegend         |
| Viability Stain | v506                 | 65-0866-18       | eBioscience       |

How the deposited data were processed for this re-analysis (not part of the article)

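The ChIP-Seq series used here comprises 4 libraries, with 1 library per condition. They are for p53 in untreated Ba/F3 cells, in Ba/F3 cells 3 h after 3 Gy and in untreated HPC7 cells, and for H3K27ac in Ba/F3 cells 3 h after 3 Gy. The paper also uses input DNA, submitted in another series, and H3K27ac in unirradiated Ba/F3 cells, which are not among these libraries. The authors mapped the reads to mm9 with Bowtie, called p53 peaks with MACS against input DNA of the same cells, and deposited 1 list of 7384 peaks. The paper's results and the legends of Figs. 2A and S1 give them as identified in Ba/F3 and HPC7 cells together, and the legend of Table S2A as identified in Ba/F3 cells, with those also found in HPC7 cells marked. How peaks called in several libraries were merged was not found in the paper's text. The deposited list holds positions and peak numbers, with no count, fold, signal or p-value for any peak, and no column of a single library. H3K27ac signal and the depth of the libraries were therefore not analysed here. Of single libraries, the only values used are those of the part of Table S2A held here, namely the paper's irradiated tag densities and its marks of peaks shared with HPC7 cells, both in the closing observations. The concordance between HPC7 and Ba/F3 cells, the histone mark at each Group and the gene ontology results have no values beside them.

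The peak number was taken as the rank of the fold change in p53 binding after irradiation, after a check on the rows of Tables S2A and S3A held here, and the paper's Group sizes gave the rank limits. The copy of Table S2A held here has 1955 of 7384 rows, which are those with the largest fold changes, so no enrichment was tested on it. The genome sequence was mm9 (NCBIM37), and of the 4 amplicons of Table S4, all 4 ended with the printed reverse primer and 3 started with the printed forward primer at the stated position. Genes came from the GENCODE M1 annotation of that build. Positions are given counting from 1, and the centre of a peak is the peak maximum printed in Table S3A.

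Distances were measured from the peak centre to the TSS. A peak was proximal within 1 kb of a TSS of any annotated transcript. A gene had a peak when a centre lay within 10 kb of a TSS listed in Table S3A. Cluster genes without a TSS in that table were counted as without a peak. The p53 site was searched 100 bp either side of the centre, with at most 3 mismatches in 20 positions, and the control windows were 10 kb upstream of the same peaks. Shares carry 95% Wilson intervals, which cover counting error over peaks or genes and not the variation between cultures. Groups and clusters were compared with two-sided Fisher's exact tests, distances, chromosomes and correlations with permutation tests of 100000 resamples, and adjusted p-values are by the Benjamini-Hochberg method. Peaks and genes are not replicates of an experiment, so these tests describe the list. The exact tests against upstream windows ignore the pairing of each peak with its window. Similar sequences among the 200 bp windows of the peaks were found with BLAST+ 2.17.0 (word size 11, e-value 1e-10), joining windows with at least 80% identity over at least 100 bp.

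The search and the joining of similar sequences were tested on simulated data. All 2000 sites planted with 3 mismatches in 2000 random windows were found, 15 of 2000 random windows had a site by chance, and 60 of 60 copies of a planted sequence were joined into 1 family. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.

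The genes named in the text are those that the paper names beside its ChIP results, the genes of Table S3A with peaks of more than 1 Group within 10 kb, and the 3 genes of that table with the most peaks. Only *Ddit4* is named by the last part of this rule, because 20 genes tied with 2 peaks each. The alternatives tried were other distance limits, merging of neighboring peaks, a list limited to the 3000 peaks with the largest fold change, other limits of mismatch, spacer and window for the p53 site, and other choices of peak for each gene. Further alternatives were added after the data were seen, namely protein-coding TSSs, GENCODE TSSs for the cluster genes, control windows downstream, other mismatch limits for SP1, NRF1 and PRDM14, and the list without peaks of repeated sequence.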

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

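The looser search and the count of 16-base words were chosen only after the share of copies with a peak was seen. The tests of the p53 site and of near-identical copies were set before their results were seen, but after the families had been noticed on the same list.

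A signal appeared in peaks that the paper does not discuss as a class. Joining the peaks whose 200 bp windows resembled each other gave a largest family of 1155 peaks, 15.6% of the list, and a second family of 270. The same procedure on windows 10 kb upstream of the same peaks gave a largest family of 349. At 90% identity the largest family had 1113 peaks against 110 upstream windows. Of the 1155 peaks, 1139 were in Group I, they lay on 21 chromosomes, and 1.65% were within 1 kb of a TSS, against 22.7% of the peaks outside both families. A p53 site was found in 91.8% of the family (95% Wilson confidence interval 90.05% to 93.2%) and in 45.5% of the peaks outside both families. The most connected member, with 931 similar peaks, is an intronic Group I peak on chromosome 9 from 63319746 to 63319845 (mm9) with the site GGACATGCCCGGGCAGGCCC, 1 mismatch from the consensus.

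The whole genome was then searched with the 200 bp window of that peak. It had 1040 copies of at least 80% identity over at least 100 bp, and 1023 of them (98.4%) had a deposited peak within 150 bp of the matching position. The share was then counted in 2 more ways. A looser search, at 70% identity over 60 bp, found 1230 copies, of which 1081 (87.9%) had a peak. Without any alignment, 10 of 16 words of 16 bases from the window occurred at least 100 times in the genome, and from 74.3% to 99.7% of their occurrences lay within 300 bp of a peak, with a median of 98.0%. For the second family the stricter search found 455 copies, of which 112 (24.6%) had a peak.

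If binding goes through the site carried by the repeat, copies with a peak should carry it more often. Among copies of the largest family the site was present in 94.8% of those with a peak and 41.2% of the 17 without (odds ratio 26.1, two-sided Fisher's exact test p = 4.5e-09), and in the second family in 90.2% and 10.2% (odds ratio 80.8, p = 3.4e-57). These values are consistent with binding through the site. In the largest family, however, 93.2% of the 44 copies with 6 or more mismatches also had a peak, so the site as searched does not account for every copy. A technical candidate is that reads were placed on the wrong copy of a repeat. Copies with a near-identical copy elsewhere (99% identity) made up 21.5% of the copies with a peak and 41.2% of those without, which is not the higher share that this explanation needs, but the difference was not significant (two-sided Fisher's exact test, p = 0.071) and only 17 copies lacked a peak. The comparison used whole windows and not single reads, and how the authors treated reads with several positions is not in the paper's text, so misplaced reads and binding at each copy cannot be told apart for the largest family. In the second family, 0 of the 112 copies with a peak and 0 of the 343 without had a near-identical copy. For that family this argues against misplacement between copies alike over the whole window. Shorter identical stretches were not examined. No biological explanation beyond the site was tested, and no repeat annotation was used here, so the families carry no name.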

How the results depend on the processing

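Of 46 comparisons with alternatives set before the data were examined, 42 kept their side of the threshold, or their count within 1.5 times, and 4 counts moved. Those of the 42 with a direction kept it, except that with at most 2 mismatches the p53 site was at 0 Group III peaks and in 0 upstream windows, which gives no direction. With a limit of 5 kb instead of 1 kb, 2530 peaks were proximal instead of 1376. With a limit of 1 kb instead of 10 kb, 85 genes had a peak instead of 131, and with the 3000 peaks of the largest fold change 57 genes did. Within 50 kb instead of 200 kb, the 8 hematopoietic regulators had 14 peaks instead of 30. All 4 follow from the narrower or wider limit itself.

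Among the alternatives chosen after the data were seen, 4 results were no longer significant and 1 reversed. With GENCODE TSSs for the cluster genes, the lower share of Group III peaks at Cluster A than at Cluster C genes had an adjusted p of 0.095, against 0.017 in the main setting and in the alternatives of 5 kb and 1 kb, and the cause was not tested. With exact matches, SP1 fell to 0.828% of Group I peaks, and NRF1 to 0.0602% of Group I and 1.25% of Group II peaks, and none of these shares was significantly above the upstream windows. The cause was not tested. With 1 mismatch allowed, PRDM14 was found at 3.75% of Group I peaks, below the 4.35% of upstream windows in place of above them, and neither difference was significant. The cause was not tested.

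The difference between Clusters A and C in Group I peaks kept an adjusted p between 2.2e-20 and 6.3e-08 over its alternatives. For Groups II and III the list of 3000 peaks gives no value, because it holds Group I peaks only. The p53 site share in Group I ranged from 44.7% to 78.7% over its alternatives. With 1 library per condition, no replicate could be left out. No paired analysis was possible because each condition has 1 library. The depth of the libraries is unknown, which leaves open how many weaker sites the list misses.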

Differences from the paper's values

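The PRDM14 sequence was found at 0.120% of Group I peaks, where the paper's value for its de novo PRDM14 motif in Fig. S2C is 12%. The paper's motif is a matrix learnt from the peaks and the value here is an exact 9-base word, so the 2 are not on one scale. No alternative for it was set before the data were examined. Allowing 1 mismatch, chosen after the values were seen, gave 3.75% and did not close the gap.

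The SP1 sequence was found at 28.1% of Group II peaks, and the paper's value in Fig. S2C is 47%, again for a learnt matrix. No alternative for it was set before the data were examined, and the exact match chosen after the values were seen gave 11.9%. Smaller gaps were present as well. The p53 site was at 35.6% of Group II peaks here, and the paper's learnt p53 motif at 47%. Proximal peaks numbered 1376 here and 1158 in the paper.

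Table S3A marks the *Eda2r* peak as having a p53 motif, and none was found there without a spacer. With a spacer of 0 to 13 bases a site with 3 mismatches was found. That looser search also found a site in 11.1% of the windows 10 kb upstream of Group I peaks. Of the 152 different peaks of Table S3A, the paper marks 105 with the motif and the search here found it at 70, with 67 in both. The paper states an association of Cluster A with Group II sites. In the comparison with Clusters B and C made here, the shares of genes with a Group II peak were not significantly different (two-sided Fisher's exact tests, adjusted p = 0.55 and 0.26). The paper's comparison is with random sets of expressed genes, which was not run here. With GENCODE TSSs for both, 124 of 22225 protein-coding genes (0.558%) and 7 of 171 Cluster A genes (4.09%) had a Group II peak within 10 kb. That difference was not tested, but it goes in the direction of the association that the paper states.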

Other observations

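The tests that use frequent words, and the trend of the p53 site share over ranks, were chosen only after the result was seen.

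The share of p53 sites rose down the order of Group I, from 45.0% in ranks 1 to 665 to 71.2% in ranks 5978 to 6641. Copies of the repeated sequences were more frequent in the later ranks, with the largest family making up 1.05% of the former ranks and 38.3% of the latter. With both families left out the share was 42.3% (95% Wilson confidence interval 38.5% to 46.2%) in ranks 1 to 665 and 54.1% (interval 49.0% to 59.0%) in ranks 5978 to 6641, and over the 10 parts of Group I it rose by 0.983 percentage points per part (two-sided permutation test with 100000 resamples, p = 0.00010), which argues against the repeats as the whole cause. Between these ends the share did not rise steadily. It was 52.0% in part 2, 47.8% in part 3 and 49.0% in part 5, and the intervals of parts 3 and 5 overlap that of ranks 1 to 665. Over parts 2 to 10 alone, the share rose by 2.29 percentage points per part with all peaks (same permutation test, p = 1.0e-05, the smallest its resamples can give) and by 0.546 points with the families left out (p = 0.058). The rise over parts 2 to 10 is therefore consistent with the repeats as its main source, and a smaller rise without them is not excluded. Another candidate explanation, for the lower share at the top of the order, is that the largest fold changes rest on few tags. Among the 1955 peaks of Table S2A held here, the site was found at 42.5% of the 652 peaks with the lowest of the paper's irradiated tag densities and at 57.8% of the 651 with the highest. That difference goes in the direction the explanation needs. It is smaller than the rise over all of Group I and larger than the rise with the families left out. The peaks held are those with the largest fold changes and later ranks were not analysed for density, so this stays open.

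A candidate source of the paper's frequent PRDM14 motif in Group I is a word of the largest family. Among the 20 words of 9 bases most frequent in Group I and found in at most 0.1% of upstream windows, GCCTCCCTA was at 10.8% of Group I peaks and in 0.0602% of upstream windows, and 98.5% of the Group I peaks with it belong to the family. It was picked after these values were seen, as the most frequent word with at least 90% of its peaks in the family, so that last share was partly fixed by the choice. The more frequent words GACATGCCC and GCCCGGGCA, at 15.0% and 11.4% of Group I peaks, had 69.3% and 75.7% of their peaks in the family. The matrix of the paper's motif was not used here, so whether it matches that word cannot be told. A test set earlier, on the exact PRDM14 word, had too few peaks to decide. Of the 8 Group I peaks with the word, 0 resembled 5 or more other peaks, against 22.6% of the peaks without it (two-sided Fisher's exact test, p = 0.21).

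Group III peaks were close to TSSs and rich in CpG, with a median ratio of observed to expected CpG of 0.888 against 0.190 in Group I. A candidate explanation for the absence of the p53 site is that such promoters are bound regardless of it. The site was found at 1.03% of Group III peaks and at 0.568% of 5810 windows at TSSs of the same GC content (two-sided Fisher's exact test, p = 0.16). That comparison restates the absence of the site and does not decide on the explanation, which stays open.

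The density of peaks over the 21 chromosomes followed the density of protein-coding genes (Spearman's rho 0.855 and Pearson's r 0.845, permutation p = 1.0e-05 for each, the smallest that 100000 resamples can give). Without chromosomes Y and 7, the 2 farthest from the median gene density, rho was 0.854 and r was 0.850. Without chromosomes X and Y, rho was 0.804 and r was 0.770. This is consistent with gene density as a source of the uneven spread. Groups I and III were spread differently over chromosomes (permutation p = 0.0028), and of 21 chromosomes tested singly, 5 and X differed, with 55 and 3 Group III peaks (two-sided Fisher's exact tests, odds ratios 1.70 and 0.193, adjusted p = 0.0083 for each).

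No significant relation was found between the rank of the nearest Group I peak and the paper's expression change after irradiation across 119 genes of Table S3A (Spearman's rho 0.17, permutation p = 0.070, adjusted p = 0.14 over 2 relations), or between the distance to that peak and the expression change (rho 0.11, adjusted p = 0.24). The paper selected these genes for a change in expression, so a relation over all genes is not tested by this, and genes are not independent replicates.

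The peaks nearest the *Cdkn1a* and *Bbc3* amplicons are ranked 6670 and 6710, in Group II, the paper's class of minimal change in binding. Fig. 5C shows more p53 at both amplicons after irradiation. The definition of Group II does not exclude a small increase, so the 2 need not conflict. *Bbc3* has a Group I peak 6246 bp from its TSS, and both *Cdkn1a* peaks within 10 kb are in Group II.

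The forward primer printed in Table S4 for *P2rx7*, CCCTTGGTGGGCTCTGAATTA, is not the start of the amplicon at the stated position, which reads CCCTTGTGGGCTCTGAATTA. Of the 152 peaks of Table S3A, 6 belong to the 2 families of repeated sequence. Of the 1955 peaks of Table S2A held here, which have the largest fold changes in Ba/F3 cells, the paper marks 246 as shared with untreated HPC7 cells.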
